# Comparative functional genomics identifies unique molecular features of EPSCs

**DOI:** 10.26508/lsa.202201608

**Published:** 2022-08-12

**Authors:** Vikas Malik, Ruge Zang, Alejandro Fuentes-Iglesias, Xin Huang, Dan Li, Miguel Fidalgo, Hongwei Zhou, Jianlong Wang

## Abstract

Extended pluripotent or expanded potential stem cells (EPSCs) possess superior developmental potential to embryonic stem cells (ESCs). However, the molecular underpinning of EPSC maintenance in vitro is not well defined. We comparatively studied transcriptome, chromatin accessibility, active histone modification marks, and relative proteomes of ESCs and the two well-established EPSC lines to probe the molecular foundation underlying EPSC developmental potential. Despite some overlapping transcriptomic and chromatin accessibility features, we defined sets of molecular signatures that distinguish EPSCs from ESCs in transcriptional and translational regulation as well as metabolic control. Interestingly, EPSCs show similar reliance on pluripotency factors Oct4, Sox2, and Nanog for self-renewal as ESCs. Our study provides a rich resource for dissecting the regulatory network that governs the developmental potency of EPSCs and exploring alternative strategies to capture totipotent stem cells in culture.

## Abstract (precis)

The authors provide a comprehensive resource on proteomics, transcriptomic, and epigenetic level details of EPSCs to shed light on possible molecular pathways regulating their expanded pluripotency potential.

## Introduction

Totipotent cells can give rise to the whole conceptus, including embryonic and extraembryonic tissues, whereas pluripotent cells can only give rise to embryonic tissues. Thus, totipotent cells have a superior developmental potential over pluripotent cells. However, despite the derivation of mouse embryonic stem cells (ESCs) under stable culture with maintained pluripotency more than four decades ago (Evans & Kaufman, 1981; Martin, 1981), the capture of totipotent cells in stable culture is challenging. The pioneering efforts from the Liu and Deng groups led to the in vitro stabilization of expanded potential stem cells (“L-EPSCs” hereafter) (Yang et al, 2017a) and extended pluripotent stem cells (“D-EPSCs” hereafter) (Yang et al, 2017b), collectively known as EPSCs, resembling the earlier cleavage stages of embryonic development. EPSCs have been derived from various sources, including four- or eight-cell mouse embryos, human fibroblast-derived induced pluripotent stem cells (iPSCs), mouse and human ESCs (Yang et al, 2017a, 2017b), pig (Gao et al, 2019), and bovine (Zhao et al, 2021) early blastocysts. These cells can be further adapted to grow in feeder-free (Zheng et al, 2021) and xeno-free (Liu et al, 2021) conditions, thus opening new avenues for their molecular dissection and clinical applications. Compared with ESCs, EPSCs display superior developmental potential as they can generate both embryonic and extraembryonic tissues, including yolk sac and placenta (Yang et al, 2017a, 2017b). Furthermore, EPSCs can directly give rise to ESCs, trophoblast stem cells (TSCs), and extra-embryonic endoderm (XEN) cells using proper defined culture conditions (Yang et al, 2017a).

Although the developmental potential of EPSCs relative to their in vivo counterparts is still challenged (Posfai et al, 2021b), these cells have been nonetheless proven valuable with multiple benefits over ESCs. For example, EPSCs show superior directed differentiation potential to generate functional hepatocytes transcriptionally closer to the primary human hepatocytes than hESC-derived counterparts (Wang et al, 2020). Compared with ESCs, EPSCs can be easily derived from a non-permissive humanized mouse model (NOD-SCID Il2rg−/− strain [Du et al, 2019]). Attributing to its higher proliferation rate and better genetic and epigenetic stability, a single EPSC can give rise to an entire mouse via tetraploid complementation (Yang et al, 2017b). In addition, mouse EPSCs have superior developmental potency and robust germline competence compared with conventional ESCs, allowing for the rapid generation of gene-targeted EPSC-derived mouse models through tetraploid complementation (Li et al, 2019a). EPSCs of both mouse and human origins outperform pluripotent stem cells (PSCs) in interspecies chimera in mouse conceptuses (Yang et al, 2017b; Gao et al, 2019) and monkey embryos cultured ex vivo (Tan et al, 2021). Similarly, EPSCs combined with TSCs (Sozen et al, 2019) or EPSCs alone (even a single EPSC) could form blastoids, blastocyst-like structures that can further develop to post-implantation embryo structure and induce decidualization in vitro, although they fail to generate live pups (Li et al, 2019b). Therefore, further studies to understand and improve their developmental potency are much needed.

Previous studies reported the epigenome and single-cell transcriptome of EPSCs (Yang et al, 2017a, 2017b; Posfai et al, 2021b); however, a precise molecular makeup of EPSCs is still missing. Here, we reprogrammed mouse ESCs to D-EPSCs and L-EPSCs using the respective protocols (Yang et al, 2017a, 2017b) and systematically mapped transcriptome, chromatin accessibility, active enhancer and promoter marks, and proteomes of D/L-EPSCs relative to ESCs. We found that, despite similar reliance on key pluripotency factors Oct4, Sox2, and Nanog for their maintenance, EPSCs differ from ESCs in molecular features including expression of other pluripotency-associated (e.g., *Lin28a*, *Utf1*, *Esrrb*, *Nr5a2*, and *Myc*), DNA methylation (e.g., *Dnmt3a/b/l* and *Mettl4*), and gastrulation (e.g., *Eomes*, *Dusp4*, *Bmp4*, and *Lef1*) related genes. We also uncovered differentially open chromatin genomic loci harboring DNA motifs of RAR-RXR and Zfp281 in L- and D-EPSCs, respectively. In addition, our proteomics data revealed the differences in specific translational and metabolic regulation in ESCs, D-EPSCs, and L-EPSCs. Together, our study provides a rich resource for further dissecting the regulatory network governing the unique developmental potential of EPSCs.

## Results

### Transcriptome comparison reveals discernible gene expression changes between EPSCs and ESCs

To dissect the molecular features of EPSCs, we first converted ESCs (cultured in 2i/leukemia inhibitory factor [LIF] medium) to D-EPSCs and L-EPSCs (Fig 1A) following previously published protocols (Yang et al, 2017a, 2017b). We observed compact EPSC colonies with smooth edges with and without a feeder layer (Fig 1B), with L-EPSCs forming slightly flat colonies without feeder layers, consistent with a previous study (Posfai et al, 2021b). 

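The bulk RNA-seq data of the J1 line were taken from the table of normalized gene counts that the authors deposited, which holds 2 replicates each of J1 ESCs, D-EPSCs and L-EPSCs. J1 is a mouse ESC line, and the EPSCs were derived from it by culture in the medium of each protocol. The authors selected poly(A) RNA, sequenced it as read pairs, aligned the reads with STAR, counted them on NCBIM37 genes with htseq and divided the counts of each sample by its DESeq2 size factor. In each of the 6 libraries, 100% of the values were whole multiples of the value of 1 read, so the reads behind every value could be recovered. The totals on genes were 12659326 and 13186454 reads in D-EPSCs, 15069899 and 14673564 in ESCs, and 12965700 and 11612919 in L-EPSCs, with a median of 13076077. Values below are normalized counts as mean ± SD over the 2 replicates, and gene positions are those of NCBIM37.
Differences were tested with limma on log2(normalized count + 1), with all 3 states in a single fit, over the 21533 of 23095 listed genes that had more than 1 read in total, and p-values were adjusted by the Benjamini-Hochberg method. Genes were called with an adjusted p under 0.05 and a log2 fold change beyond 0.6 in either direction. Fold changes are on the scale of log2(count + 1), which understates the change of genes with low counts, and a fold against a group at or under 3 reads in each library is given as a lower bound. With 2 replicates in each group, an exact two-sided permutation test of a single gene cannot go below p = 0.333. On simulated counts with 200 changed genes among these 21533, the limma test called 163 of the changed genes and 1 unchanged gene. The changed genes all had a mean of at least 10 and true changes clear of the threshold. The simulation therefore says nothing about changed genes with few reads or close to the threshold.
A pair of limits applies to the J1 libraries. Across 1061 proteins, which are not independent replicates, the RNA differences between L-EPSCs and D-EPSCs had a Pearson's r of −0.243 (95% bootstrap interval −0.314 to −0.170) with the protein ratios of Table S5. Protein differences of L-EPSCs from ESCs had an r of 0.153 with the RNA differences of D-EPSCs from ESCs and −0.028 with those of L-EPSCs. Protein differences of D-EPSCs from ESCs had 0.233 and 0.263. Directions between the EPSC lines, and of each EPSC line against ESCs, are therefore those of the libraries as labelled. Collagen genes that fibroblasts express were abundant in all 3 states, with mean normalized counts of 19800 in D-EPSCs, 45300 in ESCs and 7500 in L-EPSCs for Col1a1, and at most 102 in the ESCs of the tet-off lines.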

Next, we performed bulk RNA-seq to examine how a transcriptome shift is induced after switching ESCs into either EPSC conditions. 

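The replicates of each J1 state were compared across genes on log2(normalized count + 1). Over the genes with at least 100 reads, Pearson's r between replicates was 0.996 in D-EPSCs, 0.996 in ESCs and 0.995 in L-EPSCs. Genes are not independent replicates, and those with fewer reads were left out of r. The spread between replicates exceeded the sampling noise of the reads, with a mean chi-square per gene of 1.81 in D-EPSCs, 1.88 in ESCs and 2.00 in L-EPSCs over the genes with at least 100 reads, where sampling noise alone gives 1. The Euclidean distance between replicates, over the genes tested, was 101.5 in D-EPSCs, 98.1 in ESCs and 105 in L-EPSCs. The mean distance to ESCs was 172 for D-EPSCs and 166.5 for L-EPSCs, and that between D-EPSCs and L-EPSCs was 142, or 84.2% of the mean distance to ESCs. All of these distances exceeded those between replicates. The alternative that moved this percentage most, genes with a mean of at least 10 normalized counts, gave 75.0%, and the variance-stabilized recovered reads gave 75.5%. In the PCA of the 500 most variable genes, the first component held 73.1% of the variance and the second 21.8%. The first component placed ESCs at −52.0 and −51.1, D-EPSCs at 32.5 and 32.3, and L-EPSCs at 18.6 and 19.7. The second separated D-EPSCs, at 22.5 and 22.1, from L-EPSCs, at −26.8 and −26.1. Without ESC replicate 1, the first component held 58.0% of the variance.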

Replicates correlated well, and the transcriptomic profiles of both EPSC lines were closer to each other than to the ESCs (Fig 1C), and principal component analysis (PCA) showed global gene expression variability in the three cell states (Fig 1D). Differential gene expression analysis revealed that the transcriptomes of ESCs show much larger gene expression differences with D-EPSCs (1,875 up-regulated and 2,024 down-regulated genes) and L-EPSCs (2,128 up-regulated and 1,619 down-regulated genes) than those between L-EPSCs and D-EPSCs (836 up-regulated in L-EPSCs and 1,573 up-regulated in D-EPSCs) (Fig 1E and Table S1), consistent with the correlation heat map (Fig 1C). 

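Of the 21533 genes tested, limma called 2316 genes higher and 2150 lower in D-EPSCs than in ESCs, 1895 higher and 2485 lower in L-EPSCs than in ESCs, and 1033 higher and 1848 lower in L-EPSCs than in D-EPSCs. The totals were 4466, 4380 and 2881. On the recovered reads, edgeR's quasi-likelihood test called 4501, 4369 and 3038 genes. A fold change threshold of 1 in place of 0.6 moved the counts most, to 2899 genes between L-EPSCs and ESCs and 1836 between the EPSC lines. Both comparisons with ESCs use the same ESC libraries, which alone makes their fold changes correlate. They shared 1172 genes called higher and 1351 called lower in both EPSCs, with 107 genes called in opposite directions, where simulations without any difference between the states gave 31.1 shared calls on average. Pearson's r between the log2 fold changes was 0.735 across 14255 genes, against 0.464 in those 20 simulations.
The genes with the largest fold changes among those at a mean of 100 or more were as follows. Against ESCs, D-EPSCs had higher Ccl6 (at least 88-fold, 244 ± 28.1 normalized counts), Vrtn (at least 36.7-fold, 102 ± 3.73) and Pax6 (at least 92.8-fold, 257 ± 5.07). They had lower Dmgdh (at least 128-fold, 392 ± 9.75 in ESCs), Cdx1 (at least 277-fold, 848 ± 37.9 in ESCs) and Tlx2 (at least 85.1-fold, 261 ± 10 in ESCs). L-EPSCs had higher Ccl6 (at least 77.2-fold, 214 ± 9.91), Egr1 (log2 fold change 6.40, 467 ± 1.43 against 4.55 ± 0.0834) and G730013B05Rik (at least 42.1-fold, 116 ± 31.5). They had lower Tlx2 (at least 75.6-fold), Pkd2l1 (log2 fold change −7.01, 2.63 ± 2.1 against 428 ± 16.9) and Sgcz (at least 31.9-fold, 109.9 ± 22.4 in ESCs). Between the EPSC lines, L-EPSCs had higher Cdx1 (at least 166-fold, 508 ± 62.2), Nt5e (log2 fold change 5.83) and Nkx1-2 (5.08), and lower Serpina3m (at least 163-fold, 561 ± 22.4 in D-EPSCs), Tnxb (at least 78.7-fold, 271 ± 15.2 in D-EPSCs) and Ccl11 (log2 fold change −5.02). Ccl6, Ccl11 and Serpina3m belong to gene families whose members could share reads, and Ccl6 and Ccl11 were near the floor in every group of the tet-off lines.
From these counts and the correlation heat map (Fig 1C), the paper concludes that the transcriptome of ESCs differs much more from those of both EPSCs than the EPSCs differ from each other.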

The expression levels of Oct4 and Sox2 in both EPSCs resembled those in ESCs at mRNA (Figs 1E and F and S1A) and protein levels (Fig 1G), although Nanog showed a slightly lower mRNA level in EPSCs relative to ESCs and yet similar protein levels in EPSCs and ESCs (Fig 1E–G). 

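Oct4 (Pou5f1, ENSMUSG00000024406, chromosome 17 from 35642982 to 35647721) had 10380 ± 70.3 in D-EPSCs, 11730 ± 145 in ESCs and 11530 ± 161 in L-EPSCs. Its log2 fold change was −0.18 (SE 0.020, limma adjusted p = 0.00028) in D-EPSCs and −0.025 (SE 0.020, limma adjusted p = 0.38) in L-EPSCs. Sox2 (ENSMUSG00000074637, chromosome 3 from 34548927 to 34551383) had 5864 ± 186 in D-EPSCs, 4795 ± 59.6 in ESCs and 5268 ± 170 in L-EPSCs, with log2 fold changes of 0.29 (SE 0.033, limma adjusted p = 0.00027) and 0.14 (SE 0.033, limma adjusted p = 0.013). For both genes, the difference in D-EPSCs was larger than the spread between replicates but stayed inside the threshold of 0.6. Nanog (ENSMUSG00000012396, chromosome 6 from 122657507 to 122664651) had 2794 ± 10 in D-EPSCs, 10110 ± 31.4 in ESCs and 4489 ± 179 in L-EPSCs. It was called lower in both EPSCs, by a log2 fold change of −1.85 (SE 0.031, limma adjusted p = 1.9e-08) in D-EPSCs and −1.17 (SE 0.031, limma adjusted p = 1.5e-07) in L-EPSCs. With each replicate left out in turn, the value for Nanog ranged from −1.86 to −1.85 in D-EPSCs and from −1.21 to −1.13 in L-EPSCs. Nanog was also higher in L-EPSCs than in D-EPSCs, by 0.68 (SE 0.031, limma adjusted p = 3.9e-06).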

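Nr5a2 (ENSMUSG00000026398, chromosome 1 from 138740161 to 138857004) had 874 ± 5.07 in D-EPSCs, 1338 ± 85.7 in ESCs and 1038 ± 61.8 in L-EPSCs. It was called lower in D-EPSCs, with a log2 fold change of −0.61 (SE 0.061, limma adjusted p = 0.00013), which ranged from −0.68 to −0.55 without each replicate in turn and so rests near the threshold. In L-EPSCs it stayed inside the threshold, at −0.37 (SE 0.061, limma adjusted p = 0.002). Esrrb (ENSMUSG00000021255, chromosome 12 from 87702067 to 87862578) had 5031 ± 12.8 in D-EPSCs, 9881 ± 102 in ESCs and 6532 ± 16.2 in L-EPSCs. It was called lower in D-EPSCs, at −0.97 (SE 0.021, limma adjusted p = 5.4e-08), and fell just inside the threshold in L-EPSCs, at −0.60 (SE 0.021, limma adjusted p = 5.5e-07), with a range from −0.61 to −0.59 without each replicate. Utf1 (ENSMUSG00000047751) had 4111 ± 33 in D-EPSCs, 1065 ± 32.4 in ESCs and 3681 ± 92.5 in L-EPSCs, with log2 fold changes of 1.95 in D-EPSCs and 1.79 in L-EPSCs. Lin28a (ENSMUSG00000050966) had 3097 ± 80.9 in D-EPSCs, 675 ± 22.7 in ESCs and 3800 ± 161 in L-EPSCs, with 2.20 and 2.49. Dnmt3l (ENSMUSG00000000730) had 1793 ± 6.07 in D-EPSCs, 405 ± 10.6 in ESCs and 2589 ± 24.2 in L-EPSCs, with 2.15 and 2.67. Myc (ENSMUSG00000022346) had 360.4 ± 39 in D-EPSCs, 222 ± 36.2 in ESCs and 839.8 ± 4.5 in L-EPSCs, with 0.70 in D-EPSCs, between 0.54 and 0.87 without each replicate, and 1.93 in L-EPSCs. These last 4 genes were called higher in both EPSCs, with limma adjusted p-values between 1.2e-08 (Dnmt3l in L-EPSCs) and 0.0024 (Myc in D-EPSCs).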

EPSCs also showed reduced expression of a few pluripotency genes, including *Nr5a2* and *Esrrb*, while overexpressing other pluripotency-associated genes such as *Utf1*, *Lin28a*, *Dnmt3l*, *Zic3*, and *Myc* (Figs 1F and S1A). Interestingly, whereas most early totipotent two-cell specific genes (i.e., 2C markers) do not express in ESCs or EPSCs, some of them, including *Zscan4c/d/f* and *Usp17le*, albeit lowly expressed, express at slightly higher levels, especially in L-EPSCs (Figs 1F and S1A), with an enrichment of H3K27ac active histone modification mark near their promoter regions (Fig S1B) than ESCs.

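The values of these genes rest on few reads. Zscan4c (ENSMUSG00000054272, chromosome 7 from 11591071 to 11595896) had 13, 0 and 25 reads in total over the 2 libraries of D-EPSCs, ESCs and L-EPSCs. Its expression was at least 2.35-fold higher in D-EPSCs (limma adjusted p = 0.0024) and at least 4.86-fold higher in L-EPSCs (limma adjusted p = 0.00053) than in ESCs, and the EPSC lines were not distinguished (log2 fold change 0.94 (SE 0.50, limma adjusted p = 0.21)). Zscan4d (ENSMUSG00000090714, chromosome 7 from 11746992 to 11751497) had 11, 1 and 12 reads, at least 1.99-fold and 2.27-fold higher than in ESCs, with limma adjusted p-values of 0.041 and 0.046. Neither call held with DESeq2 on the recovered reads or a pseudocount of 0.1, and the sign between the EPSC lines changed from −0.088 to 0.22 with edgeR. Zscan4f (ENSMUSG00000070828, chromosome 7 from 11983264 to 11988090) had 3, 0 and 18 reads. D-EPSCs and ESCs were both at the floor of 3 reads or fewer per library, so no fold is given, and L-EPSCs were at least 3.43-fold above ESCs (limma adjusted p = 0.0051). Usp17le (ENSMUSG00000043073, chromosome 7 from 111916825 to 111921391) had 7, 0 and 13 reads, at least 1.25-fold higher in D-EPSCs and 2.61-fold in L-EPSCs, with limma adjusted p-values of 0.033 and 0.007, and the call in D-EPSCs was lost with edgeR and DESeq2. The Zscan4 genes and Usp17le are members of gene families of similar sequence, so reads could have been split between copies and the value of each gene is uncertain. Of the 16 listed 2C genes, 8 were at the floor in both groups of each comparison with ESCs. The list had median log2 fold changes of 1.29 in D-EPSCs and 0.87 in L-EPSCs, or 0.92 and 0.75 with genes at the floor set to their bounds. The whole list was called higher in both (limma's fry, adjusted p = 0.0025 and 0.0024), and with camera at a correlation of 0.01 too (limma adjusted p = 0.015 and 0.034). With an estimated correlation, a setting chosen after seeing the results, camera lost both calls (limma adjusted p = 0.12 and 0.16). The medians of the list rest on genes with few reads. Among the 4 members with a mean of at least 10 normalized counts the medians were 1.15 in D-EPSCs (limma's fry, adjusted p = 0.052) and −0.30 in L-EPSCs (limma's fry, adjusted p = 0.18), so these members were called in neither and turned lower in L-EPSCs. Over all alternatives the adjusted p (limma) ran from 0.00064 to 0.12 in D-EPSCs and from 2e-04 to 0.18 in L-EPSCs.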

**Figure 1.**
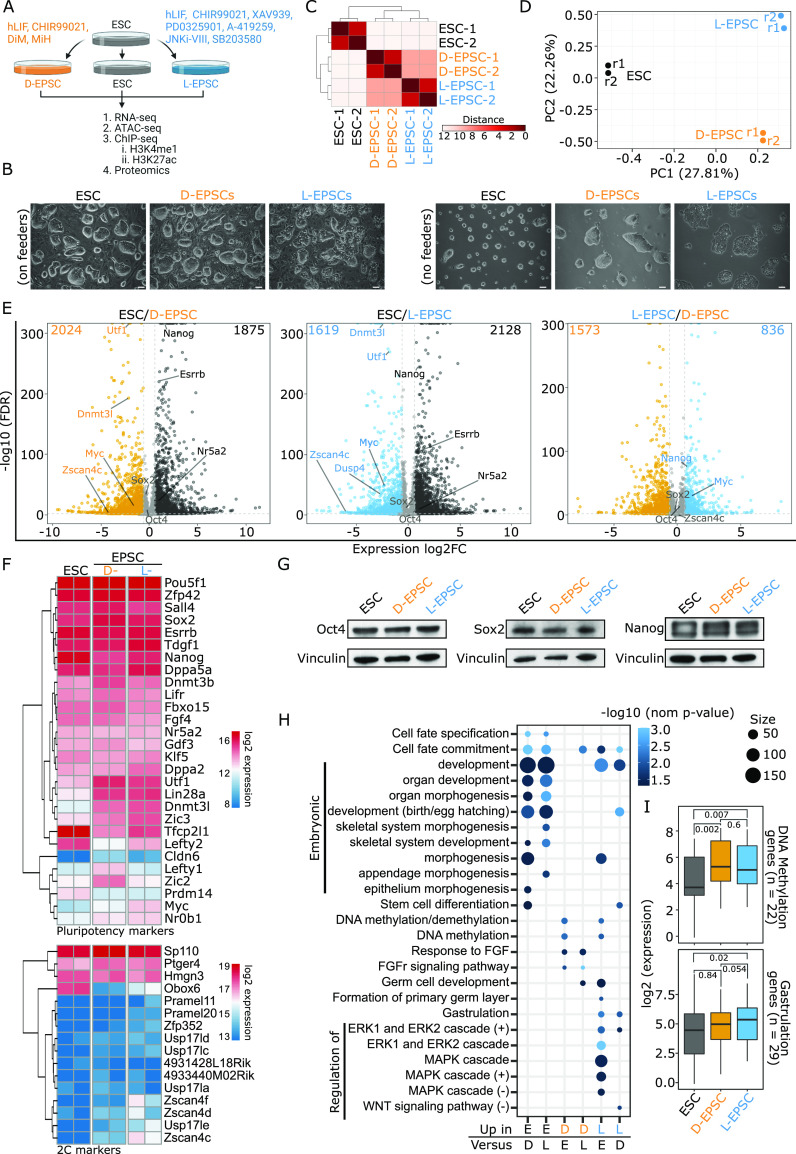
Expanded potential stem cells (EPSCs) share transcriptomic profiles with embryonic stem cells (ESCs) but with discernible differences in pluripotency and 2C genes. **(A)** A summary of the experimental design. **(B)** Representative phase-contrast images of indicated cellular states with (left panels) or without (right panels) feeders at passage 7. The scale bar is 100 μm. **(C)** Hierarchical clustering correlation heat map of the RNA-seq signals from ESC, D-, and L-EPSCs replicates. Distance, calculated with DEseq2 (Love et al, 2014), represents sample-to-sample distances. **(D)** Principal component analysis for the RNA-seq gene expression data. **(E)** Volcano plots of differential gene expression between ESC and D-EPSC (left panel), ESC and L-EPSC (middle), and L- and D-EPSC (right) with selected candidates highlighted. The horizontal and vertical dashed lines represent the false discovery rate (FDR, 0.05) and log_2_ fold change (±0.6) cut-offs, respectively. The numbers of differentially expressed genes are indicated on the top corners and details provided in Table S1. **(F)** Heat maps show the expression dynamics of selected pluripotency (top) and 2C (bottom) markers genes for ESC, D-EPSC and L-EPSC. Data are presented as log_2_ normalized counts. **(G)** Western blots for Oct4, Sox2, and Nanog in three cell types. Vinculin is the loading control. **(H)** GSEA of the differentially expressed genes in E filtered by FDR < 0.05, log_2_ FC > 0.6 & < −0.6. Select GO terms were extracted using keywords “Embryonic, FGF, Gastrulation, Stem cell, MAP, ERK, DNA methylation” out of 927 significant terms from six groups. Size represents the number of genes associated with each term and color −log_10_ nominal *P*-value. **(H, I)** Box plots of RNA-seq signals of selected genes associated with GSEA terms DNA methylation (n = 22, Table S1) and gastrulation (n = 29, Table S1) from heat map in (H). Indicated *P*-values were calculated using the unpaired Mann–Whitney U test also known as Wilcoxon rank-sum test (R function Wilcoxon test).

Table S1. Differential gene expression, GSEA analysis, and raw expression for selected genes in ESC, D- and L-EPSCs. Related to Fig 1.

**Figure S1.**
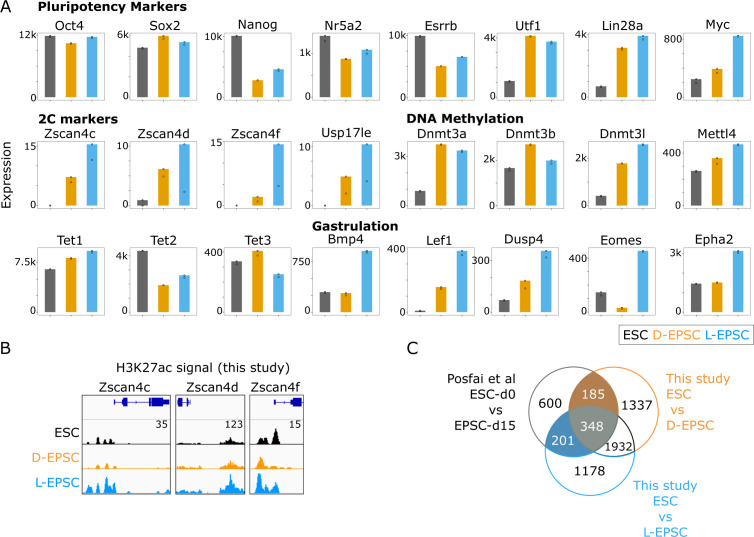
Expanded potential stem cells (EPSCs) are subtly different from embryonic stem cells (ESCs) in their transcriptomic profile. **(A)** Bar plots showing mRNA expression of indicated marker gene categories. **(B)** Genome browser tracks showing H3K27ac marks near the TSS regions of indicated genes in ESCs and both L/D-EPSCs. ChIP-seq signal strengths, set same for ESC, D-EPSC, and L-EPSC samples, are indicated once with respective numbers for each gene loci. **(C)** Venn diagram showing intersection of differentially expressed genes between ESCs and D- and L-EPSCs from this study and ESCs versus EPSCs from Posfai et al (2021b).

The intersection of differentially expressed genes (DEGs) in ESCs versus EPSCs from this study and previously published bulk RNA-seq of ESCs versus day 15 EPSCs (Posfai et al, 2021b) showed that over half (>55%) DEGs (734/1,334) in the latter study were recapitulated in our studies (Fig S1C). However, we captured a larger number of DEGs that distinguish D/L-EPSCs from ESCs, possibly due to different sequencing platform and depth as well as inherent transcriptomic heterogeneity among different ESC lines from different mouse strains. GSEA analysis using DEGs from all the three comparisons (Fig 1E) showed enrichment for cell fate commitment and embryonic development in ESCs and both EPSC lines (Fig 1H). Interestingly, D-EPSCs showed enrichment of FGF signaling pathway, whereas L-EPSCs are enriched for gastrulation-related terms. Consistently, both EPSC lines showed a strong enrichment of DNA methylation signature and a significant increase in expression levels of DNA methylation-associated genes (n = 22), including *Dnmt3a/b/l* and *Mettl4* (Figs 1I and S1A). In contrast, only L-EPSCs showed a significantly higher expression of gastrulation-related genes (n = 29) (Figs 1I and S1A).

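The 22 genes of the DNA methylation list, which the same study drew up in Table S1, were tested as a set over the samples with limma's fry. They belong to terms that the paper found enriched among genes called in these libraries, so neither this test nor the counts of genes are independent evidence of a shift. All 22 were higher in D-EPSCs than in ESCs, with a median log2 fold change of 2.08 (limma's fry, adjusted p = 5.6e-06 over 108 tests of lists), and 20 were called. Adjusted over the list alone, 22 genes had an adjusted p under 0.05, as did 22 when adjusted over all genes tested. In L-EPSCs, 19 genes were higher and 3 lower, with a median of 1.92 (limma's fry, adjusted p = 9.3e-06), and 17 were called higher and 1 lower. Adjusted over the list alone, 19 were higher and 2 lower. With 2 genes at the floor set to their bounds, the medians were 2.06 and 1.90. Camera with an inter-gene correlation of 0.01 gave p = 1e-12 and 2.1e-08, and with an estimated correlation both calls held (adjusted p = 0.023 and 0.033). A rank-sum permutation test across genes on group means moved the result most, to p = 0.033 in D-EPSCs and 0.058 in L-EPSCs (adjusted p = 0.13 and 0.17 over 12 tests). On the values of each replicate, a choice made after seeing the results, the permutation test gave p = 0.0026 and 0.0073 (adjusted p = 0.010 and 0.022). That version enters both replicates of a gene as separate values, which lowers p without further genes, so it cannot decide whether the calls hold. Between L-EPSCs and D-EPSCs, the median was −0.007 with 10 genes higher and 12 lower, so the call by limma's fry (adjusted p = 0.00065) comes with no shift of the list as a whole and was lost with camera (adjusted p = 0.72).
Dnmt3a (ENSMUSG00000020661, chromosome 12 from 3806007 to 3914443) had 3710 ± 29.3 in D-EPSCs, 872 ± 22 in ESCs and 3302 ± 69.6 in L-EPSCs, with log2 fold changes of 2.09 (SE 0.035, limma adjusted p = 1.9e-08) and 1.92 (SE 0.035, limma adjusted p = 2.8e-08) against ESCs. Dnmt3b (ENSMUSG00000027478, chromosome 2 from 153475186 to 153513466) had 2695 ± 19.3 in D-EPSCs, 1604 ± 79.4 in ESCs and 1926 ± 94 in L-EPSCs. It was called in D-EPSCs, at 0.75 (SE 0.048, limma adjusted p = 1.2e-05), and stayed inside the threshold in L-EPSCs, at 0.26 (SE 0.048, limma adjusted p = 0.0031). Mettl4 (ENSMUSG00000055660, chromosome 17 from 95126420 to 95149359) had 339 ± 29.9 in D-EPSCs, 259 ± 5.54 in ESCs and 462 ± 5.07 in L-EPSCs. It was called in L-EPSCs, at 0.83 (SE 0.084, limma adjusted p = 0.00014), and not in D-EPSCs, at 0.38 (SE 0.084, limma adjusted p = 0.0083).

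**Figure D1:**
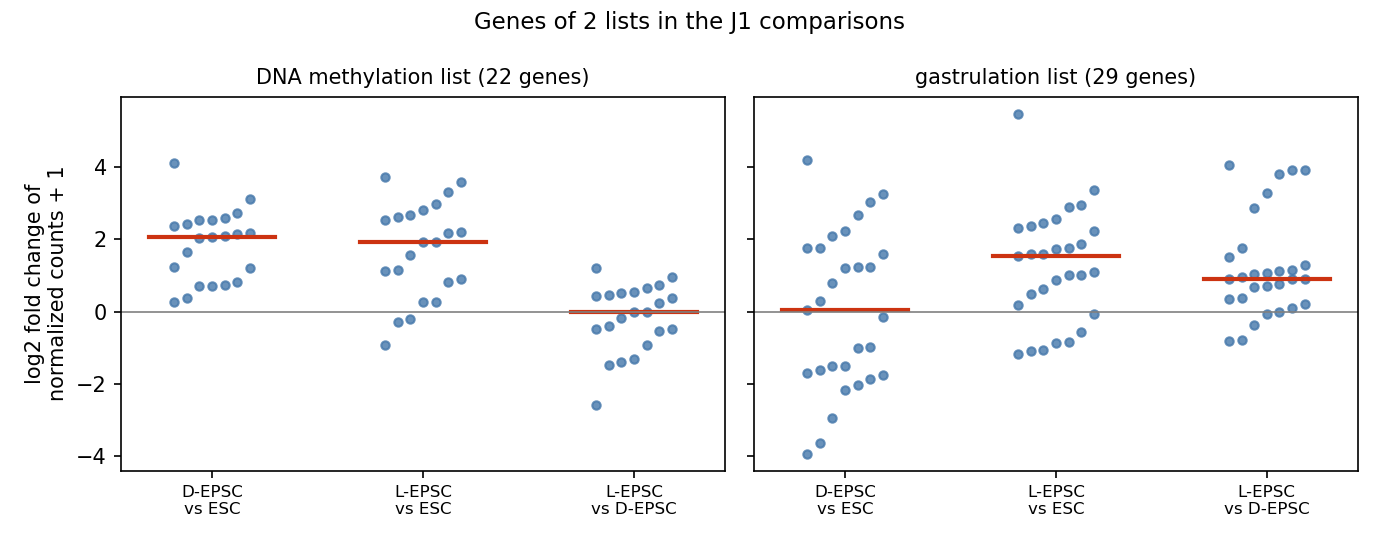
Log2 fold change of each gene of the DNA methylation list (22 genes) and the gastrulation list (29 genes) in the 3 comparisons of J1 libraries, with 1 point per gene and the median as a red line. The DNA methylation genes lie above 0 in D-EPSCs, with a median of 2.08, and the gastrulation genes have medians of 0.053 in D-EPSCs and 1.55 in L-EPSCs.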

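Of the 29 gastrulation genes of Table S1, 22 were higher and 7 lower in L-EPSCs than in ESCs, with a median log2 fold change of 1.55 (limma's fry, adjusted p = 3.4e-05), and 19 were called higher and 4 lower. Adjusted over the list alone, 20 were higher and 5 lower at an adjusted p under 0.05, the same numbers as when adjusted over all genes tested. In D-EPSCs, 15 genes were higher and 14 lower, 11 and 12 of them called, with a median of 0.053, or 0.17 with 5 genes at the floor in a single group set to their bounds. Adjusted over the list alone, 11 were higher and 13 lower. Limma's fry gave this list a call towards lower expression in D-EPSCs (adjusted p = 0.002), which camera did not (adjusted p = 0.85) and which turned to higher expression among the 24 members with a mean of at least 10 (adjusted p = 0.012). This list too belongs to terms found enriched among genes called in these libraries, so neither the tests of it nor the counts are independent evidence. The difference between the EPSC lines was tested directly. The list was higher in L-EPSCs than in D-EPSCs, with a median of 0.92, 24 genes higher and 5 lower, and 17 called higher and 2 lower (limma's fry, adjusted p = 7.7e-06). With an estimated correlation between genes, camera gave p = 0.016 for L-EPSCs against ESCs and p = 0.0085 between the EPSC lines. The rank-sum permutation test across genes on group means gave p = 0.098 and 0.18 (adjusted p = 0.24 and 0.36 over 12 tests), and on the values of each replicate the permutation p was 0.022 and 0.055 (adjusted p = 0.054 and 0.11). The latter p-values are lower in part because both replicates of a gene enter as separate values, so they add no support.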

In sum, these data indicate that, whereas the expression of Oct4, Sox2, and Nanog genes is similar in ESCs and EPSCs, some pluripotency and totipotency-related genes are differentially overexpressed in EPSCs relative to ESCs. Thus, EPSCs do reflect a departure from ESCs at the transcriptome level in both pluripotency and totipotency-related gene expression.

### Chromatin accessibility comparison identifies a subset of putative transcriptional regulators for the unique developmental potential of EPSCs

To examine how the gene expression differences observed above would be correlated with the chromatin status between ESCs and EPSCs, we probed chromatin accessibility by ATAC-seq (assay for transposase-accessible chromatin using sequencing) (Buenrostro et al, 2013, 2015). Our data are highly concordant between replicates (Fig S2A), and PCA revealed the occurrence of accessibility differences in the three cell populations (Fig S2B). Differential accessibility analysis of ATAC-seq peaks showed a large proportion of shared open chromatin among ESCs and both EPSC lines (Fig S2C), yet there also occur subsets of genomic regions that showed significant accessibility changes (Fig 2A). Differential accessibility analysis yielded six groups from three comparisons, that is, (i) ESCs (E) versus D-EPSCs (D): sites open (O) in ESCs and closed (C) in D-EPSCs (EO-DC n = 1,753) and vice versa (DO-EC n = 9,113); (ii) ESCs versus L-EPSCs (L) (EO-LC n = 525; LO-EC n = 2,670); and (iii) L-EPSCs versus D-EPSCs (LO-DC n = 798; DO-LC n = 1,193) (Fig 2A and Table S2). These comparisons reveal that ESCs show more differences in their chromatin opening with D-EPSCs than L-EPSCs (Figs 2A and S2A). The ATAC-seq signals corresponded to the chromatin accessibility group classification according to the identified six groups (Fig 2A) with representative loci shown (Fig 2B). These analyses suggest that, despite major genome-wide chromatin accessibility overlap among ESCs and both EPSC lines (Fig S2C), there exist subsets of differentially accessible regions between EPSCs and ESCs and between the two EPSC types.

**Figure S2.**
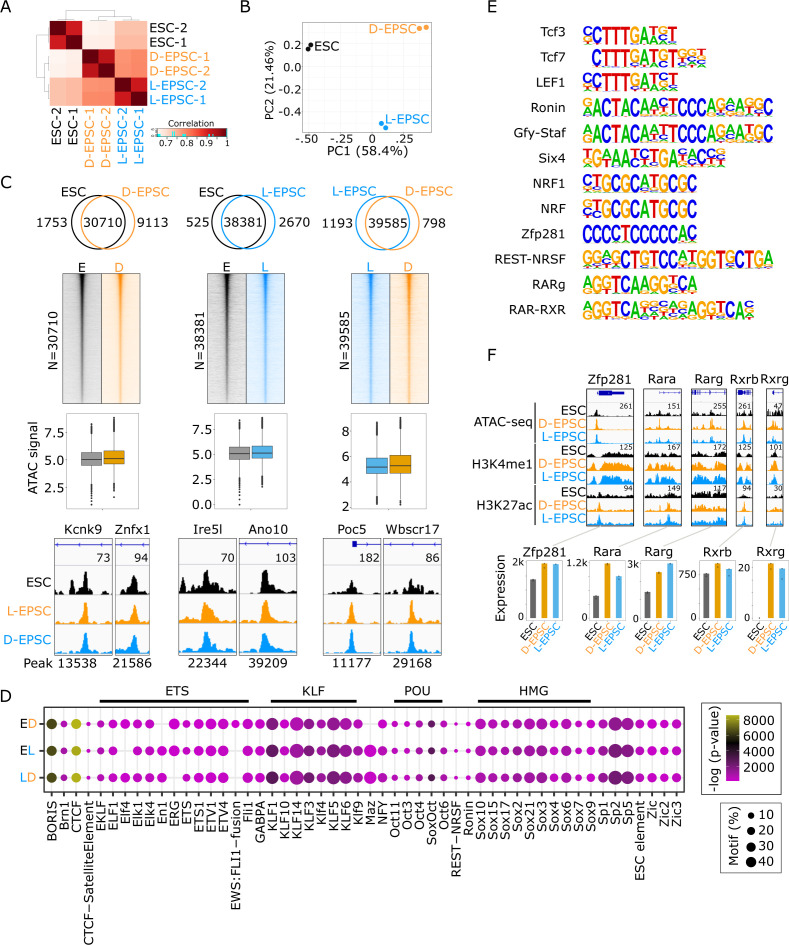
Expanded potential stem cells (EPSCs) share a larger proportion of chromatin status with embryonic stem cells (ESCs). **(A, B)** Hierarchical clustering correlation heat map (A) and principal component analysis analysis (B) of ATAC-seq signals from ESC, D-, and L-EPSCs replicates. **(C)** Venn diagrams differential genomic accessibility performed using DiffBind package (Ross-Innes et al, 2012) using ATACs-seq peak comparison between ESC and D-EPSC (left panel), ESC and L-EPSC (middle), and L- and D-EPSC (right). The number of shared common peaks (log_2_ fold change < 0.6 and >−0.6) is indicated, and their ATAC-seq signal is shown using a heat map and quantified using boxplots below them. Genome browser tracks show the representative examples. **(C, D)** Motif analysis using HOMER (Heinz et al, 2010) in peaks highlighted (C). Point size represents the proportion of sequences with the motif and color gradient (purple to yellow) the −log *P*-value score. **(E)** Position weight matrices (PWMs) of selected motifs from Fig 1F. **(F)** Genome browser tracks showing ATAC-seq, H3K4me1, and H3K27ac ChIP-seq signals at the Zfp281, Rara, and Rxrb genomic loci and their expression in indicated samples. ATAC-seq and ChIP-seq signal strengths, set same for ESC, D-EPSC, and L-EPSC samples, are indicated once with respective numbers for each gene loci.

**Figure 2.**
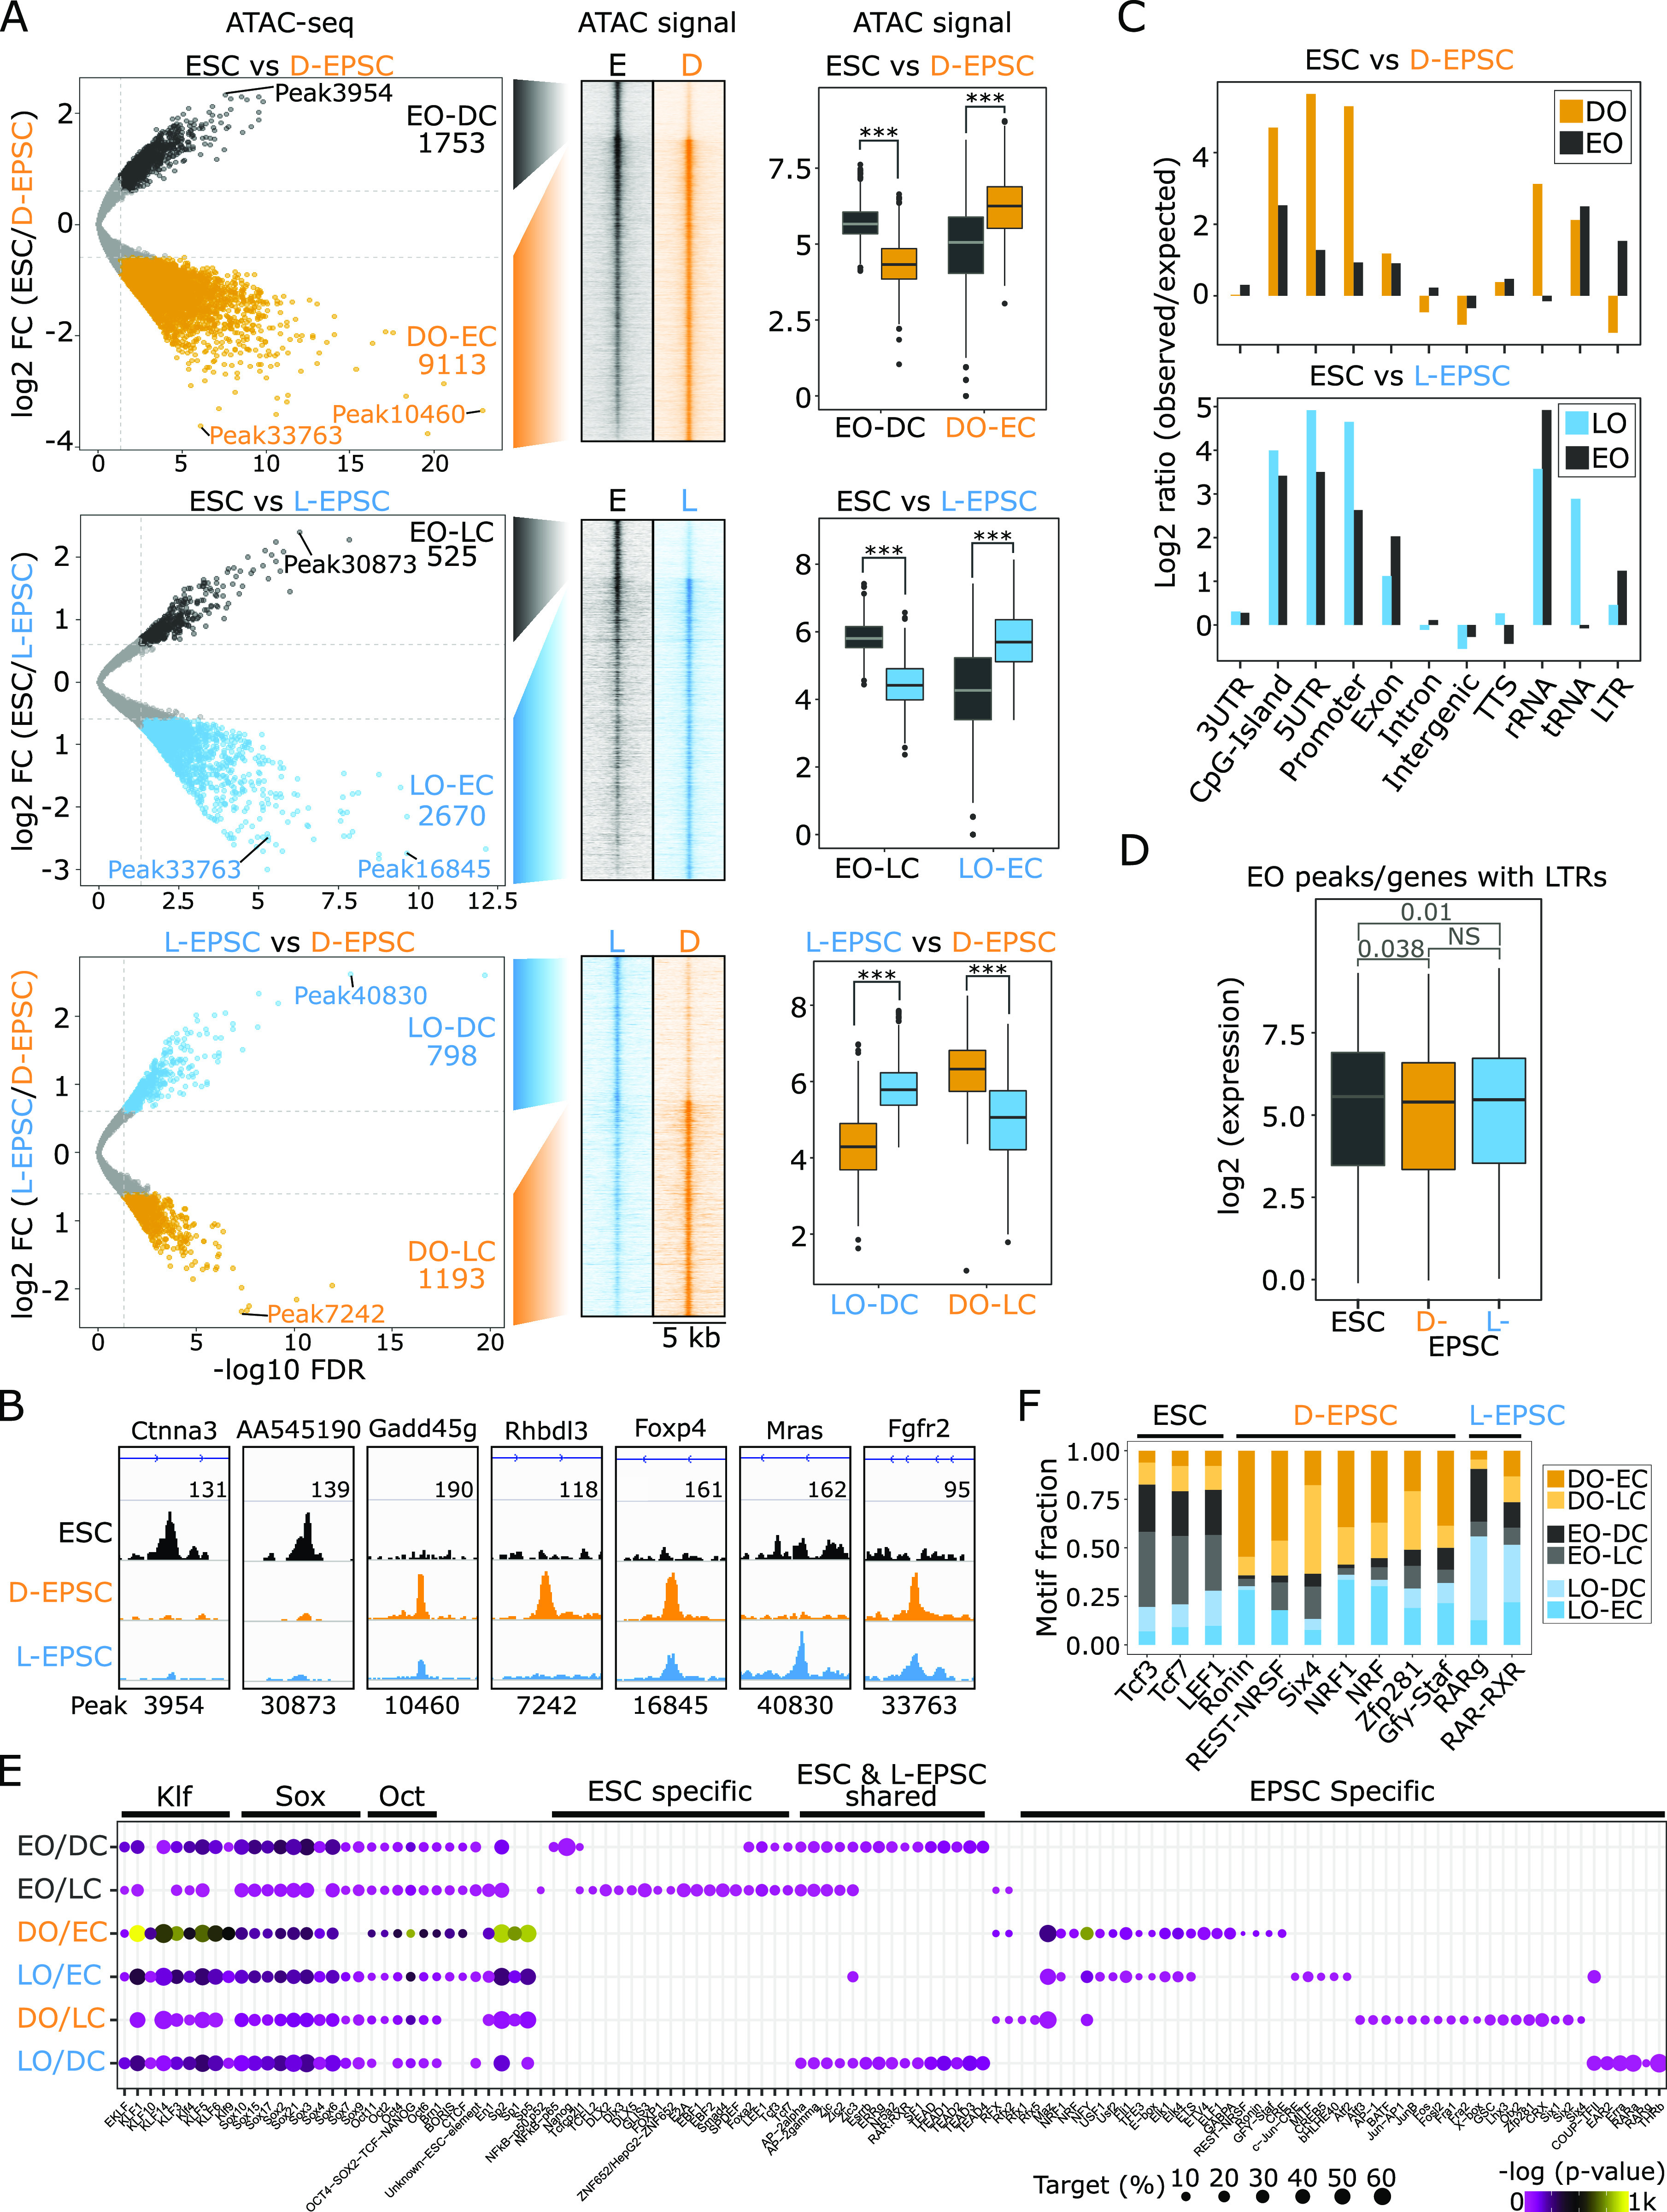
Expanded potential stem cells (EPSCs) show differential chromatin accessibility near the promoter region than embryonic stem cells (ESCs). **(A)** Volcano plots of differential genomic accessibility performed using DiffBind tool (Ross-Innes et al, 2012) between ESC and D-EPSC (top panel), ESC and L-EPSC (middle), and L- and D-EPSC (bottom); named using acronyms: Open (O) and Close (C) in ESC (E), D-EPSC (D), and L-EPSC (L) conditions. Peak numbers and select peaks with differential accessibility in each category are indicated. A heat map of the ATAC-seq signal (RPM normalized) within a 2.5-kb window centered at six accessibility groups was drawn using EaSeq (Lerdrup et al, 2016) and corresponding boxplots. *P*-values (*P < 0.05; **P < 0.01; ***P < 0.001) were calculated using the unpaired Mann–Whitney Wilcoxon Test (R function Wilcox test). Genomic locations are provided in Table S2. **(A, B)** Representative genome browser tracks of selected ATAC-seq peaks (indicated in A). The nearest genes are displayed on the top, peak number identifiers at the bottom, and signal strength is shown with respective numbers. **(C)** Genomic distribution of ATAC-seq peaks from indicated groups are shown as bar plots. **(D)** Boxplots for RNA-seq signals of nearest genes associated with ATAC-seq peaks harboring LTRs from combined-ESC-open peaks compared with D- & L-EPSC categories. Indicated *P*-values were calculated using the unpaired Mann–Whitney Wilcoxon Test (R function Wilcox test); NS, not significant. **(E)** Enrichment of selected motifs in six differential-ATAC-seq categories obtained using HOMER (Heinz et al, 2010). Point size represents the proportion of sequences with the motif, and color gradient the *P*-value score. Major motif classes are indicted on top; list provided in Table S2. **(E, F)** Proportion of ATAC-seq peaks featuring select top motifs (from E) in each accessibility category. Motifs from (E) were selected if they occurred in more than 50% of ATAC-seq peaks in EO, DO, and LO categories.

Table S2. Differential chromatin accessibility, genome distribution and motif analysis in ESC, D- and L-EPSCs. Related to Fig 2.

The genomic distribution of differentially open peaks in D/L-EPSC lines compared with ESCs showed a stronger enrichment around the TSS region, including CpG island, 5′ UTR, and promoter regions (Fig 2C), indicating that access to gene-proximal regulatory elements may play a significant role during the ESC-to-EPSC conversion. Furthermore, in comparison to ESCs, the differentially open ATAC-seq peaks containing LTRs were depleted in both EPSC lines (Fig 2C), which corresponds with significantly lower expression levels of genes associated with these LTR-containing regions in EPSCs than ESCs (Fig 2D). Similar results were reported by a previous study showing reduced expression of porcine endogenous retroviruses (PERVs) in porcine-EPSCs (Kruger et al, 2021), suggesting a cross-species conserved phenomenon.

To gain mechanistic insight into the unique chromatin dynamics of EPSCs, we analyzed the DNA motifs associated with the overlapping and differentially accessible peaks in ESCs and both EPSC lines. The overlapping peaks among all three cell types mainly harbored the pluripotency-related TF motifs (Fig S2D), whereas the differentially accessible six groups (defined in Fig 2A) showed the presence of various classes of TF motifs in addition to the pluripotency related motifs (Fig 2E and Table S2). We further filtered the motifs and only kept the ones (n = 12) present in more than 50% of open peaks in ESCs, D-EPSCs, and L-EPSCs (Figs 2F and S2E). We found that ESCs are enriched for Tcf/Lef1-like motifs, D-EPSCs for Ronin/Gfy-Staf, REST-NRSF, Six4, NRF, and Zfp281 motifs, whereas L-EPSCs for retinoic acid receptor-retinoid X receptor (RAR-RXR) heterodimer binding motifs (Figs 2F and S2E). The enrichment of the Zfp281 motif in D-EPSCs and the RAR-RXR motif in L-EPSCs is contrasting and intriguing because Zfp281 inhibits (Wen et al, 2022), whereas the retinoic acid (RA)-signaling pathway promotes the transition of ESCs to totipotent two-cell–like cells (2CLCs) (Iturbide et al, 2021). Nonetheless, we noticed that the promoter regions of Zfp281 together with Rara, Rarg, Rxrb, and Rxrg genes among RAR and RXR gene families are accessible and enriched for active histone marks. Consistently, we found that their transcripts are overexpressed in EPSCs compared with ESCs (Fig S2F).

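Zfp281 (ENSMUSG00000041483, chromosome 1 from 138521478 to 138526630) had 1867 ± 109 in D-EPSCs, 1355 ± 29.9 in ESCs and 1919 ± 0.937 in L-EPSCs, with log2 fold changes of 0.46 (SE 0.047, limma adjusted p = 0.00014) in D-EPSCs and 0.50 (SE 0.047, limma adjusted p = 8.5e-05) in L-EPSCs. Both differences were larger than the spread between replicates and both were inside the threshold of 0.6. Rara (ENSMUSG00000037992, chromosome 11 from 98789132 to 98836256) had 1171 ± 17.2 in D-EPSCs, 453 ± 41.8 in ESCs and 874 ± 45.8 in L-EPSCs and was called higher in both, at 1.37 (SE 0.073, limma adjusted p = 4.1e-06) and 0.95 (SE 0.073, limma adjusted p = 3e-05). Rarg (ENSMUSG00000001288, chromosome 15 from 102065369 to 102087948) had 2489 ± 41.6 in D-EPSCs, 1397 ± 50.7 in ESCs and 2989 ± 8.1 in L-EPSCs and was also called in both, at 0.83 (SE 0.037, limma adjusted p = 1.6e-06) and 1.10 (SE 0.037, limma adjusted p = 4.4e-07). Rxrb (ENSMUSG00000039656, chromosome 17 from 34168757 to 34175338) had 907 ± 43.3 in D-EPSCs, 741 ± 32.2 in ESCs and 785 ± 81 in L-EPSCs and was called in neither, at 0.29 (SE 0.078, limma adjusted p = 0.02) in D-EPSCs and 0.081 (SE 0.078, limma adjusted p = 0.47) in L-EPSCs, and without L-EPSC replicate 2 the latter value changed sign to −0.025. Rxrg (ENSMUSG00000015843, chromosome 1 from 169528515 to 169569754) had no reads in ESCs, 41 in D-EPSCs and 32 in L-EPSCs over the 2 libraries of each state. It was at least 7.4-fold higher in D-EPSCs (limma adjusted p = 0.00016) and at least 6.32-fold higher in L-EPSCs (limma adjusted p = 0.00021).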

In sum, compared with ESCs, EPSCs show enrichment of a unique subset of TF motifs, including Zfp281 and RAR-RXR with corresponding gene expression changes and closing of LTR containing regions and their reduced gene expression, which may provide critical regulatory elements that drive the expanded potential of EPSCs, a hypothesis that warrants future investigations.

### Histone marks, transcription, and chromatin accessibility based molecular features of EPSCs

To investigate the potential impact of differential open chromatin (Fig 2A) on differential gene expression in EPSCs compared with ESCs, we performed ChIP-seq of H3K4me1 and H3K27ac to characterize active promoters/enhancers in ESCs and EPSCs and expand the resource for these cells in addition to the previously characterized bivalent marks (H3K4me3 and H3K27me3) in ESCs (Bernstein et al, 2006) and EPSCs (Yang et al, 2017a). Both ChIP-seq replicates correlate well (Fig S3A), enabling us to identify the chromatin environment and signature genes regulating EPSCs fate with the following approaches. First, we defined the peaks with differential enrichment of histone marks in ESCs versus D/L-EPSC lines (Fig S3B and C). Second, we performed a combinatorial analysis by intersecting the regions (i) with differential enrichment of histone marks (Fig S3B), (ii) that are accessible (Fig 2A), and (iii) with their nearby genes up-regulated in both EPSCs and ESCs (Fig 1E). As a result, we defined 131 and 85 signature genes for EPSCs and ESCs, respectively (Fig 3A and Table S3). 

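The RNA-seq part of this selection was counted for the genes of Table S3. Both lists were chosen in part by the paper's calls in these same libraries, so the counts are not independent evidence. All 131 EPSC signature genes were among the genes tested, and their median log2 fold change against ESCs was 1.202 in D-EPSCs and 0.73 in L-EPSCs, with the same sign in both EPSCs for 104 genes. Of the 85 ESC signature genes, 84 were tested. Limma called 63 of them lower in both EPSCs, 14 lower in D-EPSCs alone and 7 lower in L-EPSCs alone. For 2 of these genes the other EPSC line had a call in the opposite direction. The median log2 fold changes of the ESC signature genes were −1.44 in D-EPSCs and −1.21 in L-EPSCs, with the same sign for 79 genes. With a threshold of 1, which moved the counts most, 19 ESC signature genes were called in neither line.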

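The genes named for these pathways were taken from the J1 libraries. Lefty1 (ENSMUSG00000038793) had 738 ± 43.2 in D-EPSCs, 301 ± 9.39 in ESCs and 252 ± 48.5 in L-EPSCs. It was called higher in D-EPSCs (1.29 (SE 0.12, limma adjusted p = 0.00011)) and was not called in L-EPSCs (−0.27 (SE 0.12, limma adjusted p = 0.13)). Fgfr2 (ENSMUSG00000030849) had 176 ± 3.24 in D-EPSCs, 40.5 ± 5.05 in ESCs and 20.1 ± 0.724 in L-EPSCs. Its log2 fold change was 2.10 (SE 0.21, limma adjusted p = 0.00014) in D-EPSCs and −0.97 (SE 0.21, limma adjusted p = 0.0077) in L-EPSCs, so it was called in opposite directions. Dusp6 (ENSMUSG00000019960) had 752 ± 14.6 in D-EPSCs, 77 ± 4.63 in ESCs and 1189 ± 30 in L-EPSCs and was called higher in both, with log2 fold changes of 3.27 and 3.93. The otic vesicle genes were all called lower in both EPSCs. Their log2 fold changes in D-EPSCs and L-EPSCs were −2.49 and −2.07 for Fgf10, −4.26 and −2.38 for Fgf3, and −2.17 and −3.20 for Eya1. In ESCs these genes had 208 ± 23.2, 80.6 ± 0.455 and 278 ± 11.5 normalized counts. Among the genes named for LIF signaling, Kat6b was called lower in both EPSCs, at −1.43 and −0.89. Hk2 had 2301 ± 27.6 in D-EPSCs, 4406 ± 110 in ESCs and 2954 ± 62.9 in L-EPSCs and was called in D-EPSCs (−0.94 (SE 0.032, limma adjusted p = 4.5e-07)) but stayed inside the threshold in L-EPSCs (−0.58 (SE 0.032, limma adjusted p = 5.4e-06)). Arid5b was called in L-EPSCs (−0.74 (SE 0.039, limma adjusted p = 4e-06)) and not in D-EPSCs (−0.28 (SE 0.039, limma adjusted p = 0.00081)). Trim2 had 1292 ± 24.4 in D-EPSCs, 703 ± 0.629 in ESCs and 407 ± 14.4 in L-EPSCs, higher in D-EPSCs (0.88 (SE 0.053, limma adjusted p = 8e-06)) and lower in L-EPSCs (−0.79 (SE 0.053, limma adjusted p = 1.4e-05)) than in ESCs.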

Third, we performed GO analysis of these identified signature genes, revealing DNA methylation (e.g., *Dnmt3a*), pluripotency network (e.g., *Tfap2c*, *Zmym2*, and *Lefty1*), and MAPK/ERK signaling pathways (e.g., *Rara*, *Fgfr2*, and *Dusp6*) are prominent features associated with EPSC signature genes, whereas otic vesicle development (e.g., *Fgf10*, *Fgf3*, and *Eya1*) and LIF signaling pathways (e.g., *Nr5a2*, *Hk2*, *Trim2*, *Kat6b*, and *Arid5b*) are more pronounced in ESC signature genes (Fig 3B). The representative candidates from 131 EPSC signature genes have open promoter regions, higher H3K4me1 and H3K27ac signals, and higher mRNA expression levels in either D- or L-EPSCs compared with ESCs (Fig 3C). 

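Of the 131 EPSC signature genes, limma called 57 higher than in ESCs in both EPSCs, 54 in D-EPSCs alone, 16 in L-EPSCs alone and 4 in neither. DESeq2 on the recovered reads left 0 in neither. Because the paper chose these genes in part by DESeq2 calls in these same libraries, a low number in neither was built in. For 10 of the genes, the other EPSC line had a call in the opposite direction. Chd7 had 1466 ± 57.8 in D-EPSCs, 607 ± 1.11 in ESCs and 1575 ± 28 in L-EPSCs, with log2 fold changes of 1.27 in D-EPSCs (limma adjusted p = 5.4e-07) and 1.38 in L-EPSCs (limma adjusted p = 4.3e-07). Tex14 had 594 ± 1.38 in D-EPSCs, 344 ± 19.4 in ESCs and 909 ± 42.8 in L-EPSCs, with 0.79 (limma adjusted p = 5.1e-05) and 1.40 (limma adjusted p = 2.3e-06).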

Of note, Tfap2c is a trophoblast (Kuckenberg et al, 2010) and naïve pluripotency marker (Pastor et al, 2018). Among 272 mouse cell lines or tissue samples (Hutchins et al, 2017), Tfap2c transcripts are expressed at high levels in placenta, trophoblast stem cells, 4/8-cell embryos followed by ESCs (Fig S3D). 

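The Tfap2c transcript (ENSMUSG00000028640, chromosome 2 from 172375093 to 172384122) had 946 ± 8.58 in D-EPSCs, 619 ± 29.9 in ESCs and 441 ± 20.6 in L-EPSCs. It was higher in D-EPSCs than in ESCs by a log2 fold change of 0.61 (SE 0.062, limma adjusted p = 0.00014), a call close to the threshold of 0.6 that ranged from 0.56 to 0.66 without each replicate in turn. It was lower in L-EPSCs than in ESCs, at −0.49 (SE 0.062, limma adjusted p = 0.00049), and was not called there. L-EPSCs had less Tfap2c mRNA than D-EPSCs, at −1.10 (SE 0.062, limma adjusted p = 1.2e-05), for the libraries as labelled.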

We noticed that, unlike its mRNA expression (Fig 3C), Tfap2c is expressed at higher protein levels in both D/L-EPSCs than ESCs (Fig S3E), suggesting a potential posttranscriptional regulation. To understand its functional role in EPSCs, we used Tfap2a/c double knockout (dKO) mouse ESCs (Pastor et al, 2018). We found that under respective culture medium, Tfap2a/c dKO ESCs could be efficiently converted to D-EPSCs but less so to L-EPSCs compared with WT ESCs, evident with morphological changes (flat colonies with individualized cells) as signs of differentiation already within the first five passages which could not be further passaged and maintained (Fig S3F). These results indicate the differential requirement of Tfap2a/c for the EPSC state by different culture conditions, suggesting D- and L-EPSCs may represent two distinct expanded pluripotency states.

**Figure S3.**
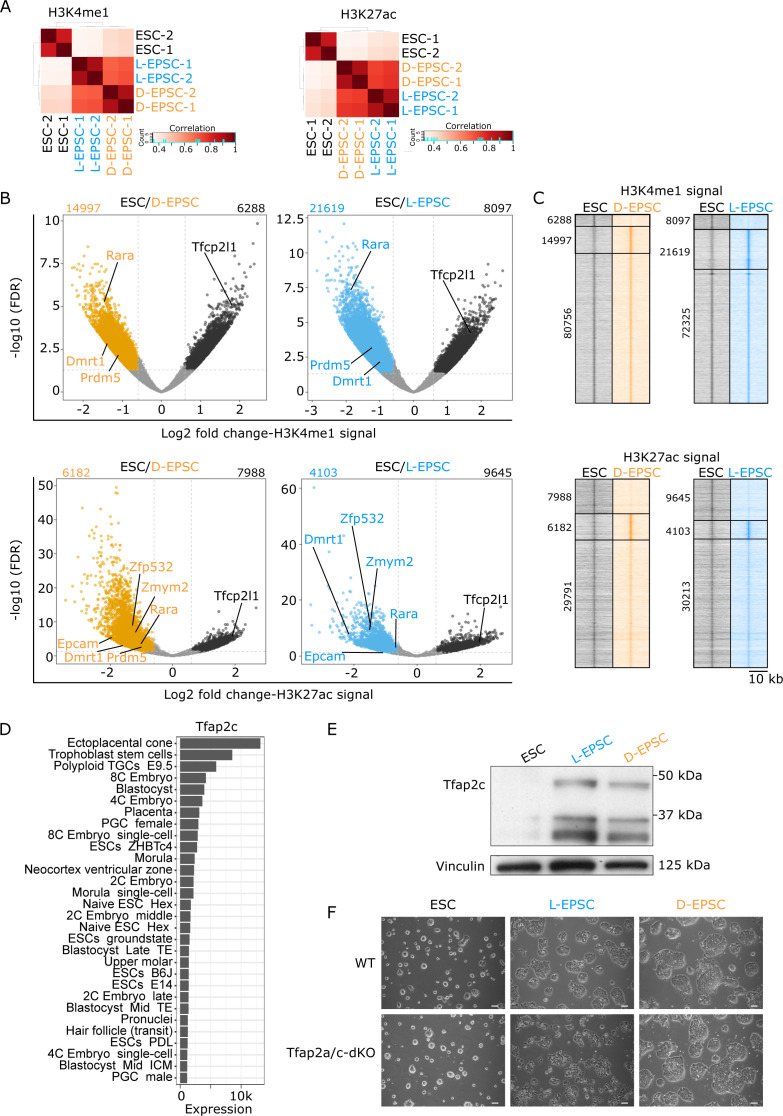
Expanded potential stem cells (EPSCs) and embryonic stem cells (ESCs) have striking differences in H3K4me1 and H3K27ac marks. **(A)** Hierarchical clustering correlation heat maps for H3K4me1 and H3K27ac ChIP-seq signals from ESC, D-, and L-EPSCs replicates. **(B)** Volcano plots showing differential enrichment of H3K4me1 (top panels) and H3K27ac (bottom panels) ChIP-seq signals in ESCs versus D-EPSCs (left panels) and ESCs versus L-EPSCs (right panels). The number of differentially marked ChIP-seq peaks and selected genes nearby the ChIP-seq peaks are indicated. **(B, C)** Heat maps for H3K4me1 and H3K27ac ChIP-seq signals for regions defined in (B). **(D)** Bar plot showing mRNA expression of Tfap2c in top 30 of total 272 mouse cell line or tissue samples using publicly available dataset (Hutchins et al, 2017). **(E, F)** Tfap2c protein expression (E) and cellular morphology (F) of wild-type (WT) and Tfap2a/c-double KO ESCs, D-, and L-EPSCs. The scale bar is 100 μm. Vinculin is the housekeeping control.

**Figure 3.**
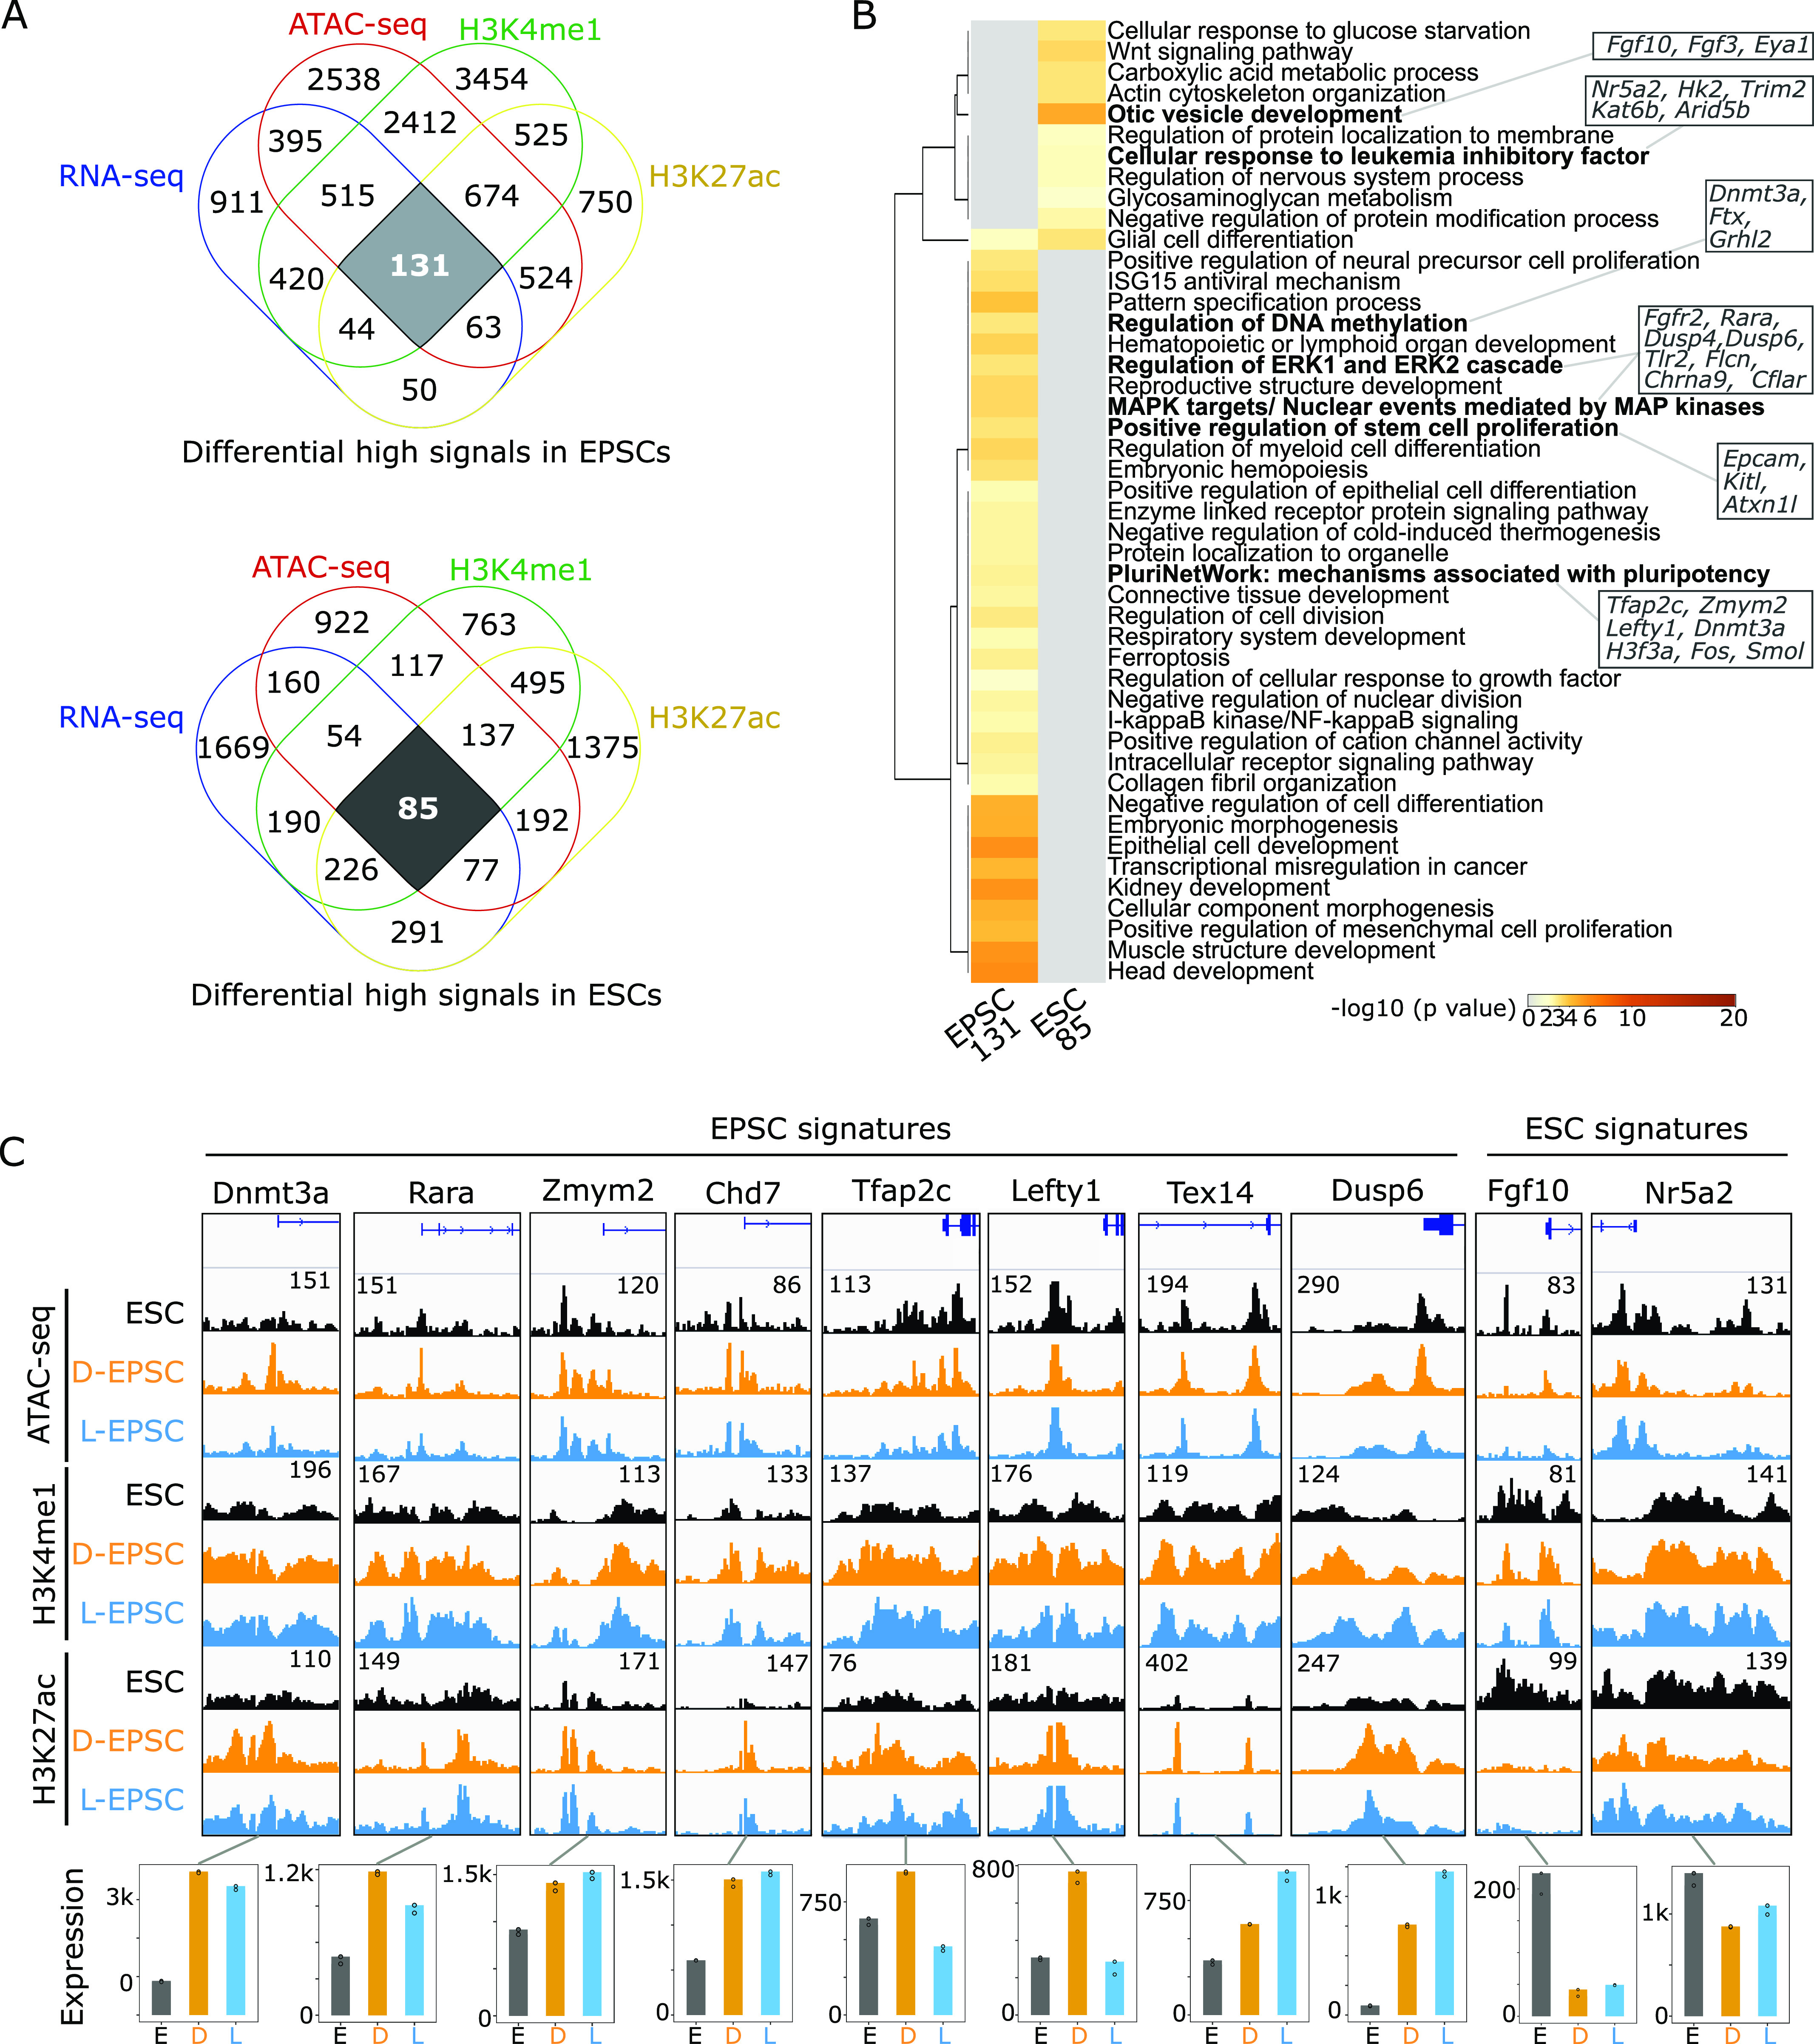
Defining the molecular signature of expanded potential stem cells (EPSCs). **(A)** Venn diagram showing the intersection of overexpressed genes from RNA-seq, open regions from ATAC-seq with the presence of H3K4me1 and H3K27ac signal in EPSCs (top) and embryonic stem cells (bottom). **(A, B)** GO analysis of 131 and 85 genes from (A) using metascape (Zhou et al, 2019). Genes associated with selected terms are indicated. **(A, C)** Genome browser tracks represent ATAC-seq and indicated histone marks ChIP-seq signals around promoter regions of selected genes from 131 or 81 candidates in (A) and their expression levels in three cell states. ATAC-seq and ChIP-seq signal strengths, set same for embryonic stem cell, D-EPSC, L-EPSC samples, are indicated once with respective numbers for each gene loci.

Table S3. List of molecular signatures of EPSCs and ESCs based on RNA-seq, ATAC-seq and active histone marks. Related to Figs 3 and S3.

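Zmym2 (ENSMUSG00000021945, chromosome 14 from 57505490 to 57579182) had 1370 ± 59.6 in D-EPSCs, 890.4 ± 37.1 in ESCs and 1491 ± 48.3 in L-EPSCs. Its log2 fold change was 0.62 (SE 0.052, limma adjusted p = 5.2e-05) in D-EPSCs, with a range from 0.58 to 0.67 without each replicate in turn, so this call rests close to the threshold, and 0.74 (SE 0.052, limma adjusted p = 1.9e-05) in L-EPSCs. Rara differed from ESCs by more than the threshold in both EPSCs with limma, and kept these calls with edgeR (adjusted p = 6.5e-15 and 3.2e-11) and DESeq2 (adjusted p = 5.5e-52 and 4.3e-24) on the recovered reads.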

The overexpression of *Zmym2* and *Rara* in EPSCs is intriguing because we and others have shown that Zmym2 and RAR family proteins play negative (Yang et al, 2020) and positive (Iturbide et al, 2021) roles, respectively, in 2CLC totipotency induction. Nonetheless, the enrichment of RAR-RXR motif in more than 50% differential open region in L-EPSCs (Fig 2F) and the overexpression of RAR and RXR family members in both EPSCs (Fig S2F) suggest the potential roles of RAR/RXR factors in EPSC fate regulation. Collectively, we identified a subset of potential EPSC signature genes that could serve as prime candidates in constructing the regulatory network governing the unique developmental potential of EPSCs.

### Like ESCs, EPSCs also rely on Oct4 and Sox2 but not Nanog for their maintenance

Our data indicate that although we identified EPSC-specific gene signatures, EPSCs also share with ESCs some of the gene expression, chromatin accessibility, and histone marks. In particular, we wondered to what extent EPSCs are dependent on the pluripotency network for their maintenance. In this regard, we focused on the core pluripotency factors Oct4 (Niwa et al, 2000), Sox2 (Masui et al, 2007), and Nanog (Chambers et al, 2003; Das et al, 2011). We used previously established ZHBTc4, 2TS22C, and NgcKO ^tet-off^ESC lines for tetracycline/doxycycline-induced conditional knockout (cKO) of Oct4 (Niwa et al, 2000), Sox2 (Masui et al, 2007), and Nanog (Das et al, 2011), respectively. In these ESC lines, the respective tet-off transgene (Fig 4A) sustains the self-renewal of ^tet-off^ESCs that are genetically null for each endogenous gene (Fig 4A) before the doxycycline (Dox) treatment. We were thus able to convert them to stable ^tet-off^L-EPSCs without Dox (Fig 4A and B) using the published protocol (Yang et al, 2017a). By adding Dox to turn off the Oct4 and Sox2 transgenes, we observed the collapse of EPSCs concomitant with the protein loss (Fig 4B and C). In contrast, despite the Nanog protein loss (Fig 4C), Nanog-cKO ^tet-off^ESCs (NgcKO), and their converted ^tet-off^L-EPSCs could still be maintained, although with reduced size and number of colonies (Fig 4B), indicating a similar role of Nanog in L-EPSC maintenance as that of ESC maintenance. Of note, it is well known that ESCs without Nanog can be maintained although they proliferate slower and are more prone to differentiation (Chambers et al, 2007).

**Figure 4.**
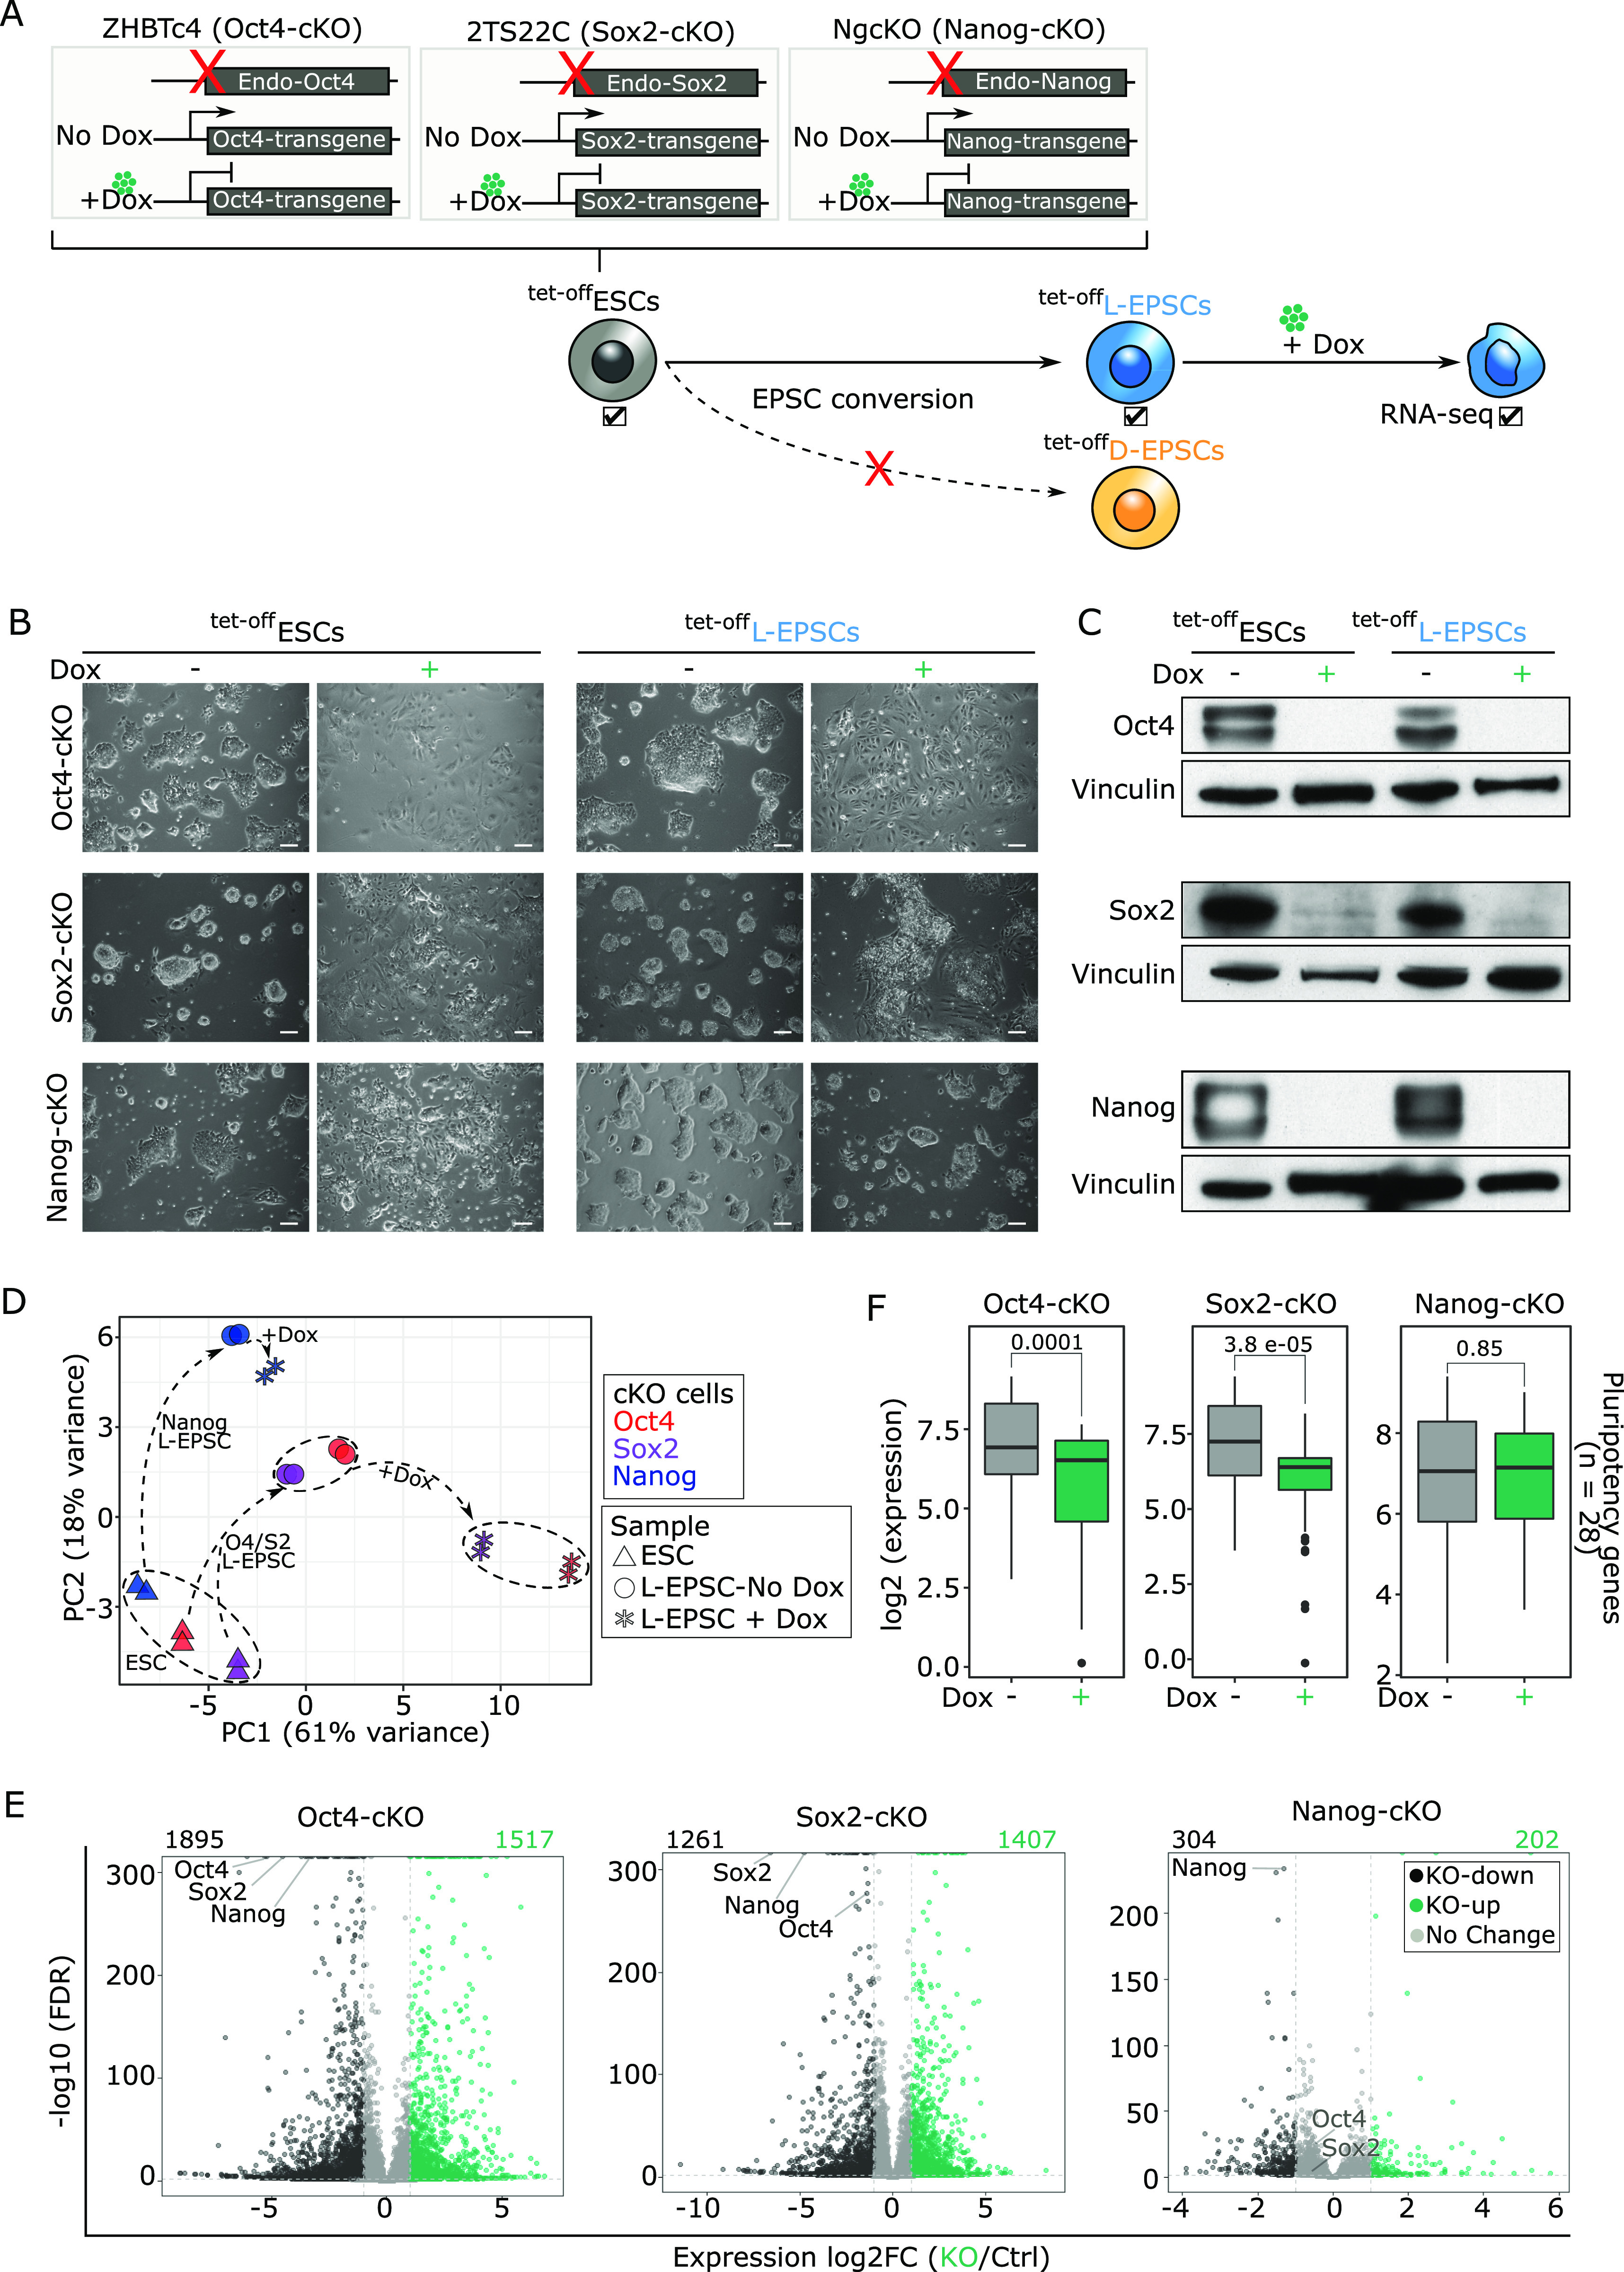
Requirement of Oct4, Sox2, and, to a lesser extent, Nanog for expanded potential stem cell (EPSC) maintenance. **(A)** Illustration of RNA-seq experiment (tick marks) on ^tet-off^L-EPSCs converted from *Oct4* (Niwa et al, 2000), *Sox2* (Masui et al, 2007), and *Nanog* (Das et al, 2011) conditional knockout (Oct4-, Sox2-, and Nanog-cKO) ^tet-off^ESCs, wherein each of these endogenous (endo) genes is deleted, and cells are maintained by their corresponding doxycycline (Dox)-suppressible transgene. **(B, C)** Cellular morphology (B) and protein expression (C) on day 5 after dox treatment (1 μg/ml) is shown in ^tet-off^ESCs and ^tet-off^L-EPSCs. The scale bar is 100 μm. Vinculin is the housekeeping control. **(D)** Principal component analysis for the RNA-seq gene expression from indicated samples. **(E)** Volcano plots of differential gene expression of Dox-treated versus untreated ^tet-off^L-EPSCs from O/S/N-cKO backgrounds. Differentially expressed gene numbers are indicated, and a list is provided in Table S4. **(F)** Boxplots showing expression of pluripotency related genes (n = 29 from Fig 1F and Table S4) in Dox-treated and untreated ^tet-off^L-EPSCs.

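The tet-off lines are mouse ESC lines in which both endogenous copies of Oct4, Sox2 or Nanog are deleted and the factor is supplied by a transgene that doxycycline (Dox) switches off. Their RNA-seq data were taken from a second table of normalized counts that the authors deposited, made in the same way as that of the J1 line. It holds 18 libraries, 2 replicates each of the ESCs, the untreated L-EPSCs and the Dox-treated L-EPSCs of the 3 lines. The Dox dose and day are stated for Fig 4B and C. Reads could again be recovered for 100% of the values, and between 10807631 and 14798984 reads per library were counted on genes, with a median of 12109406. The 10 most abundant genes took between 5.13% and 7.19% of the reads.
All 9 groups were tested in a single limma fit over the 24007 of 25476 listed genes with more than 1 read in total. Genes were called with an adjusted p under 0.05 and a log2 fold change beyond 1 for Dox treatment, the threshold of Fig 4E, or beyond 0.6 between ESCs and L-EPSCs. On simulated counts with 200 changed genes among these 24007, the test called 191 of the changed genes and 15 unchanged genes. Here too, no changed gene had few reads or a true change close to the threshold.
The targeted gene was checked first in every library, in normalized counts of replicates 1 and 2. In the Oct4-cKO line, Oct4 (Pou5f1) had 8943 and 9063 in the ESCs of that line, 6420 and 6316 in its untreated L-EPSCs and 162 and 184 in its Dox-treated L-EPSCs, and the log2 fold change with Dox was −5.19 (SE 0.049, limma adjusted p = 7.3e-20). In the Sox2-cKO line, Sox2 had 5688 and 5497 in the ESCs of that line, 4966 and 4701 in its untreated L-EPSCs and 47 and 53.1 in its Dox-treated L-EPSCs, with −6.57 (SE 0.055, limma adjusted p = 2.4e-20). In the Nanog-cKO line, Nanog had 14990 and 15130 in the ESCs of that line, 9119 and 8847 in its untreated L-EPSCs and 3166 and 3112 in its Dox-treated L-EPSCs, with −1.52 (SE 0.043, limma adjusted p = 5.8e-13). Each targeted gene fell with Dox in both replicates of its line, although Nanog kept 3139 ± 38.2 normalized counts with Dox. The paper describes each line as null for its endogenous gene, so reads on a targeted gene include those of the transgene. The counts do not show which sequence the reads left with Dox come from. For Nanog, the paper shows loss of the protein with Dox (Fig 4C), so the counts kept are of RNA alone.
The other factors fell too. Sox2 fell by 4.48 and Nanog by 3.41 on the log2 scale with Dox in the Oct4-cKO line, and Oct4 (Pou5f1) fell by 1.39 and Nanog by 3.48 in the Sox2-cKO line. In the Nanog-cKO line, Oct4 (Pou5f1) and Sox2 fell by 0.44 and 0.31, inside the threshold of 1.

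**Figure D2:**
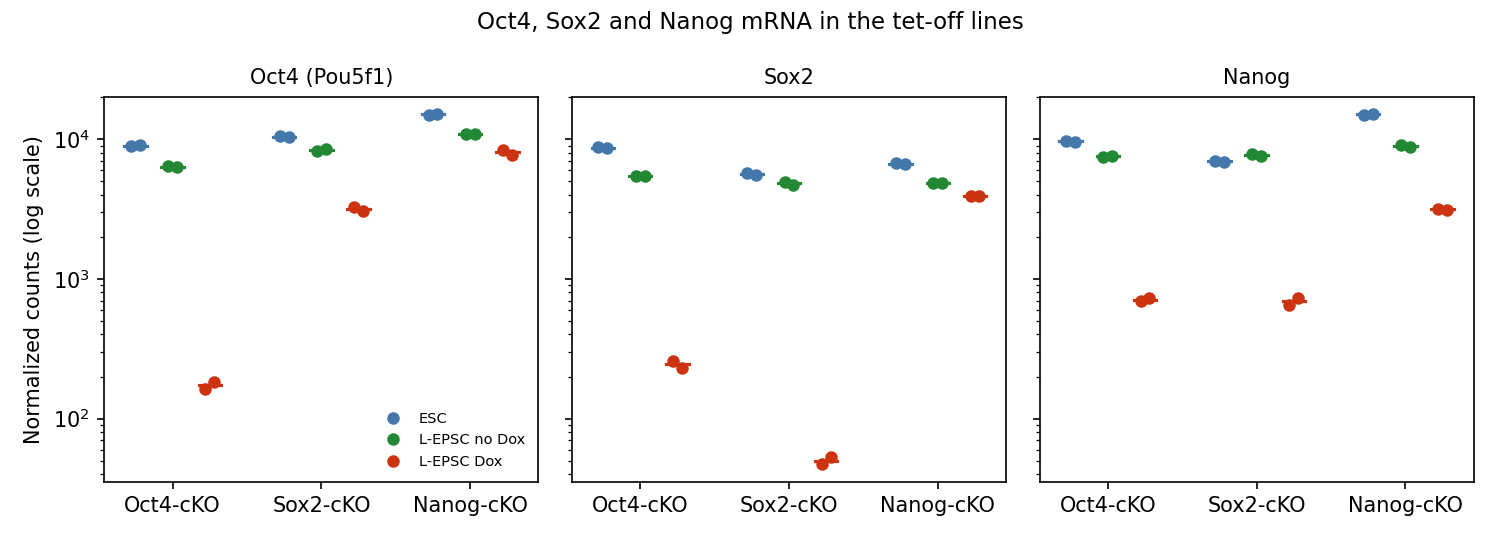
Normalized counts of Oct4, Sox2 and Nanog on a log axis in the 18 libraries of the tet-off lines, with ESCs in blue, untreated L-EPSCs in green and Dox-treated L-EPSCs in red, dots for libraries and lines for group means. The Dox-treated libraries lie lowest for the targeted gene of each line, at 173 normalized counts for Oct4, 50.1 for Sox2 and 3139 for Nanog.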

To understand the downstream effect of the loss of Oct4, Sox2, and Nanog proteins on EPSCs relative to ESCs, we performed RNA-seq in all three ^tet-off^ESC lines and corresponding ^tet-off^L-EPSC lines with and without Dox. All replicates correlated well with each other (Fig S4A). 

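Pearson's r between the replicates of a group on log2(normalized count + 1) was taken across the genes with at least 100 reads. It was between 0.995, for Dox-treated Nanog-cKO L-EPSCs, and 0.996, for Dox-treated Sox2-cKO L-EPSCs. Replicates lay at Euclidean distances between 94.8 and 112. Their spread exceeded the sampling noise of the reads in all 9 groups, with a mean chi-square per gene between 1.67 in Sox2-cKO ESCs and 2.65 in Dox-treated Nanog-cKO L-EPSCs over the genes with at least 100 reads.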

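The mean Euclidean distance between ESCs and untreated L-EPSCs of the same line was 181 in the Oct4-cKO line, 159 in the Sox2-cKO line and 176 in the Nanog-cKO line, above every distance between replicates. The first principal component of the 500 most variable genes held 66.3% of the variance and the second 12.6%. On the first component, the ESCs of the 3 lines lay between 23.7 and 57.8, and untreated L-EPSCs at −18.3 and −18.7 in the Oct4-cKO line, −6.18 and −5.96 in the Sox2-cKO line, and 29.2 and 27.5 in the Nanog-cKO line. Limma called 6822 genes between these states in the Oct4-cKO line (3118 higher and 3704 lower in L-EPSCs), 4713 in the Sox2-cKO line (1918 and 2795) and 6457 in the Nanog-cKO line (2928 and 3529). With a threshold of 1, which moved these counts most, they were 4466, 2990 and 4196. Among the genes with the largest fold changes, Spry4 had 24.5 ± 2.94, 33.8 ± 1.16 and 29.5 ± 13.1 normalized counts in the L-EPSCs of the Oct4-, Sox2- and Nanog-cKO lines and 2144 ± 39.8, 930.4 ± 32 and 3034 ± 24.2 in their ESCs, with log2 fold changes of −6.40, −4.74 and −6.71. Y-linked genes were also higher in the L-EPSCs than in the ESCs of each line, with median log2 fold changes of 1.85, 4.34 and 2.92 over 4 genes.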

All three ^tet-off^ESC lines are separated from their individually derived ^tet-off^L-EPSC lines at the transcriptome level (Fig 4D). However, whereas the Dox-treated Oct4-cKO and Sox2-cKO ^tet-off^L-EPSCs clustered separately from their untreated counterparts, Dox-treated and untreated Nanog-cKO ^tet-off^L-EPSCs clustered together (Figs 4D and S4A). These data indicate two major gene expression changes happen, first during the establishment phase, that is, ^tet-off^ESC-to-^tet-off^L-EPSC conversion in all three cKO cell types, and second during the maintenance phase, that is, Oct4-cKO and Sox2-cKO ^tet-off^L-EPSCs after Dox addition. 

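The mean distance between Dox-treated and untreated L-EPSCs was 190 in the Oct4-cKO line, 172 in the Sox2-cKO line and 128.5 in the Nanog-cKO line. In the Nanog-cKO line the distances between treated and untreated libraries ranged from 125 to 132, against 104 between the replicates of each group, so Dox moved these libraries by more than the spread between replicates as well. The mean distance in the Nanog-cKO line was 67.7% of that in the Oct4-cKO line, and 56.0% on the variance-stabilized recovered reads. On the first principal component, Dox-treated L-EPSCs lay at −74.0 and −73.7 in the Oct4-cKO line, −59.2 and −58.9 in the Sox2-cKO line, and 8.33 and 8.24 in the Nanog-cKO line. From this separation of ESCs from L-EPSCs, and of treated from untreated Oct4-cKO and Sox2-cKO L-EPSCs, the paper concludes that gene expression changes first when L-EPSCs are established and again when Oct4 or Sox2 is lost during their maintenance.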

Of note, there were only minimal or modest gene expression changes in Nanog-cKO ^tet-off^L-EPSCs upon Dox addition, consistent with the minimal effect of the Nanog loss on EPSC morphology/maintenance (Fig 4B). 

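In the Nanog-cKO line, limma called 672 genes higher and 621 lower with Dox, 1293 in all. With DESeq2 on the Dox-treated and untreated libraries alone, an alternative chosen after the counts were seen, the total was 675, and 317 with its shrunken fold changes. The genes with the largest fold changes were H19 (3524 ± 109 normalized counts with Dox and 93.1 ± 8.17 without, log2 fold change 5.23 (SE 0.10, limma adjusted p = 1e-14)), Rhox9 (4.46) and Magea9 (4.16) among those that rose, and Rapgef3 (−3.44), Slc15a1 (−3.42) and Gap43 (−3.17) among those that fell. Rhox9 and Magea9 belong to gene families whose members could share reads. Of the 1293 genes, 339 were called in the same direction in both other lines, 593 in at least 1 of them, and 165 in the opposite direction in at least 1.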

Consistently, global DEG analysis in Dox-treated and untreated ^tet-off^L-EPSCs revealed that both Oct4-cKO and Sox2-cKO ^tet-off^L-EPSCs showed more up-regulated (n = 1,517 and n = 1,407) and down-regulated (n = 1,895 and n = 1,261) genes compared with only a few hundred (up-regulated = 202 and down-regulated = 304) in Nanog-cKO ^tet-off^L-EPSCs (Fig 4E and Table S4). 

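With Dox, limma called 2047 genes higher and 2590 lower in Oct4-cKO L-EPSCs, and 1870 higher and 1758 lower in Sox2-cKO L-EPSCs, 4637 and 3628 in all. On the recovered reads, edgeR called 4224, 3378 and 1224 genes in the Oct4-, Sox2- and Nanog-cKO lines and DESeq2 called 3983, 3187 and 1090. A threshold of 0.6 in place of 1 moved these counts to 5568 in the Sox2-cKO line and 2386 in the Nanog-cKO line, and DESeq2 on the 2 groups with shrunken fold changes, chosen after seeing the results, gave 317 in the Nanog-cKO line. Whether the effect of Dox itself differed between lines was tested with interaction terms in the same fit. The effect differed beyond a log2 value of 1 for 3545 genes between the Oct4-cKO and Nanog-cKO lines, 2714 between the Sox2-cKO and Nanog-cKO lines and 1635 between the Oct4-cKO and Sox2-cKO lines. The Oct4-cKO and Sox2-cKO lines shared 2179 genes called in the same direction and 36 called in opposite directions. In Oct4-cKO L-EPSCs the largest rises were of Isg15 (7.52), Rtp4 (6.89) and Usp18 (at least 68.2-fold), and the largest falls of A2m (−7.46), Pecam1 (−6.95) and Esrrb (−6.36), all on the log2 scale where no fold is given. In Sox2-cKO L-EPSCs they were of Vav3 (4.85), Vgll3 (4.75) and Xist (4.62), and of Nr0b1 (at least 116-fold), Lefty2 (at least 70.1-fold) and Mobp (at least 89.5-fold).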

GO analysis of these differentially regulated, especially down-regulated, genes in all three conditions revealed pluripotency network as one of the most affected terms (Fig S4B). 

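The 28 pluripotency genes of Table S1 were tested as a set with fry. With Dox, 24 were lower and 4 higher in Oct4-cKO L-EPSCs, with a median log2 fold change of −2.08 (limma's fry, adjusted p = 1.5e-16 over 108 tests), and 19 were called lower and 1 higher. In Sox2-cKO L-EPSCs, 26 were lower and 2 higher, with a median of −2.04 (limma's fry, adjusted p = 1.8e-16), and 21 were called lower and 1 higher. In Nanog-cKO L-EPSCs, 16 were lower and 12 higher, with a median of −0.17 (limma's fry, adjusted p = 3.2e-07), and 3 were called in each direction. Setting the genes at the floor to their bounds left the 3 medians as given. The call in the Nanog-cKO line was lost with camera, at p = 0.25 with a correlation of 0.01 and 0.23 with an estimated one, while the calls in the Oct4-cKO and Sox2-cKO lines held with both (p = 1.4e-05 and 1.6e-06 with an estimated correlation). The rank-sum permutation test across genes moved the values most, to p = 0.0075, 0.004 and 0.89 on group means, and on the values of each replicate the permutation p was 0.00013, 6e-05 and 0.85. With both replicates of a gene as separate values, the latter p-values add no support to those on group means. The effect of Dox on this list differed between lines, with a median difference of −1.86 between the Oct4-cKO and Nanog-cKO lines (limma's fry, adjusted p = 4.7e-15 over 72 tests of differences) and −1.78 between the Sox2-cKO and Nanog-cKO lines (limma's fry, adjusted p = 5e-15).

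**Figure D3:**
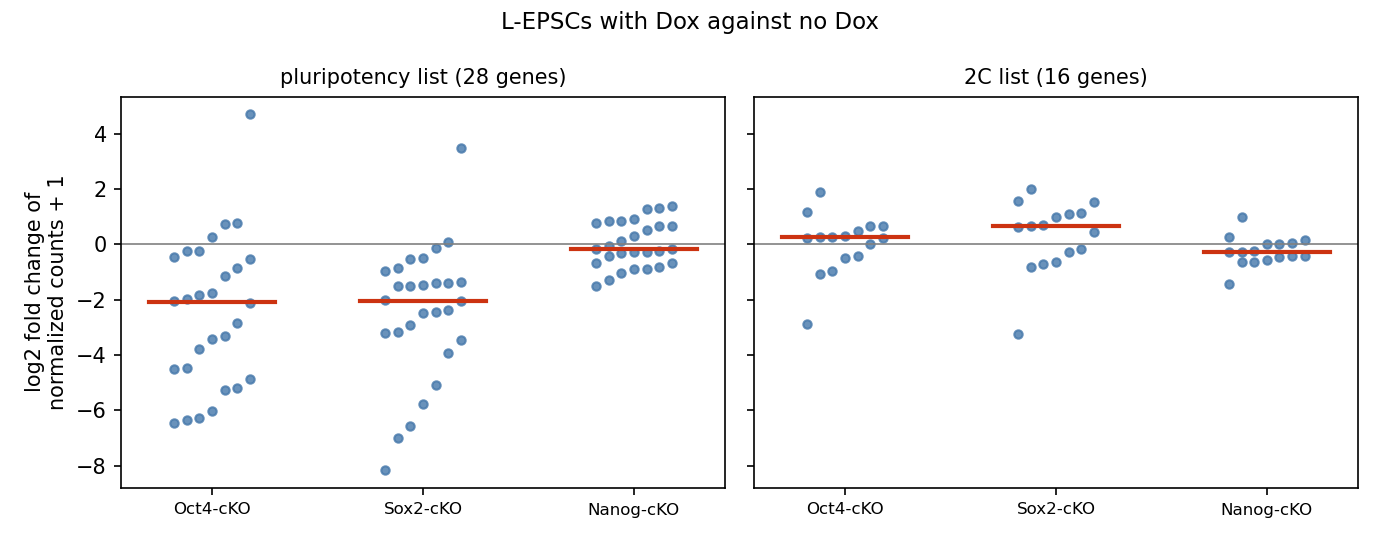
Log2 fold change with Dox of each gene of the pluripotency list (28 genes) and the 2C list (16 genes) in L-EPSCs of the 3 tet-off lines, with 1 point per gene and the median as a red line. The medians of the pluripotency list are −2.08 in the Oct4-cKO line, −2.04 in the Sox2-cKO line and −0.17 in the Nanog-cKO line.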

The expression of major pluripotency-related markers was significantly down-regulated in Oct4-cKO and Sox2-cKO but not in Nanog-cKO ^tet-off^L-EPSCs (Figs 4F and S4C). In contrast, the expression of totipotency-associated 2C marker genes did not show a significant change in all three cell lines (Fig S4D).

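The 16 2C genes of Table S1 had low counts, with 11 at a mean of at least 10 normalized counts over the 18 libraries. With Dox, the median log2 fold change of the list was 0.25 in Oct4-cKO L-EPSCs, with 11 genes higher and 5 lower (limma's fry, adjusted p = 0.36), 0.64 in Sox2-cKO L-EPSCs, with 10 higher and 6 lower (limma's fry, adjusted p = 0.0048), and −0.28 in Nanog-cKO L-EPSCs, with 5 higher and 10 lower (limma's fry, adjusted p = 0.0034). With genes at the floor set to their bounds, the medians were 0.23, 0.45 and −0.27. Few genes were called, 1 higher and 2 lower in the Oct4-cKO line and 1 lower in each of the other lines. The calls of the list in the Sox2-cKO and Nanog-cKO lines were lost with camera (p = 0.33 and 0.26), with an estimated correlation (p = 0.33 and 0.25) and in the rank-sum permutation test across genes (p = 0.77 and 0.63). Among the members with a mean of at least 10, the median in the Sox2-cKO line was −0.17. Single libraries moved these medians, to 0.090 in the Oct4-cKO line without untreated replicate 2 and to 0.42 in the Sox2-cKO line without untreated replicate 1. With limma's fry, the effect of Dox on the list differed between the Sox2-cKO and Nanog-cKO lines by a median of 0.69 (limma's fry, adjusted p = 4e-04) and between the Oct4-cKO and Nanog-cKO lines by 0.34 (limma's fry, adjusted p = 0.0065). These differences were tested with fry alone. Members with a mean of at least 10 had similar medians in the Sox2-cKO (−0.17) and Nanog-cKO (−0.30) lines, so the first difference rests on genes with few reads.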

**Figure S4.**
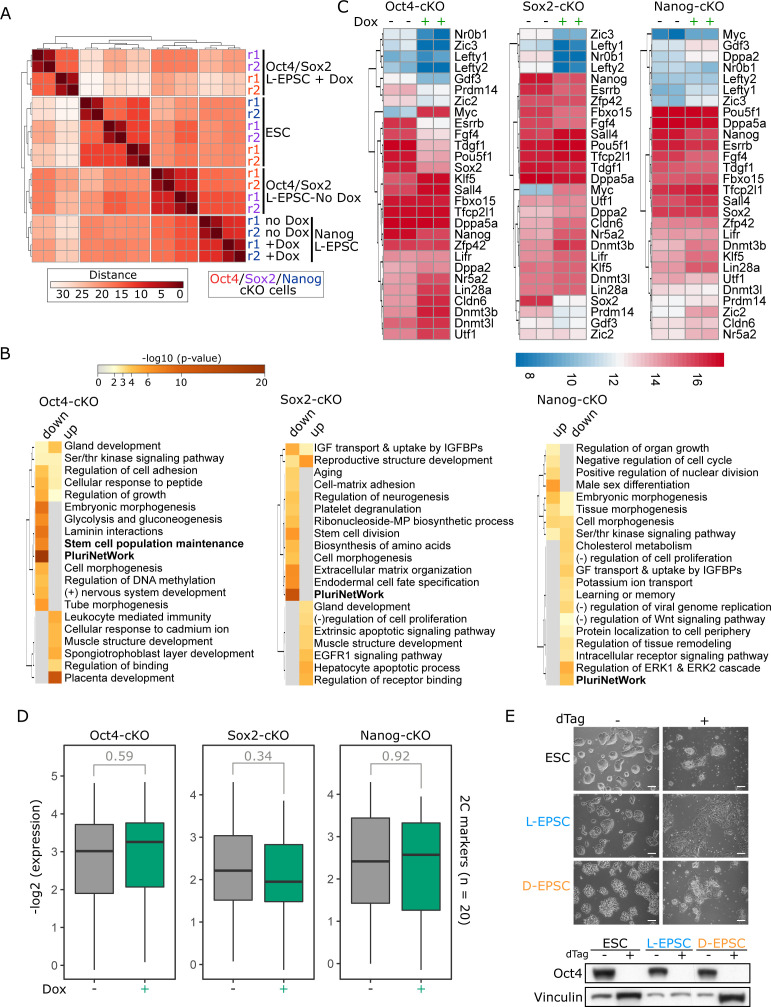
D-expanded potential stem cells (EPSCs) and L-EPSCs are critically dependent on Oct4 and Sox2 but not Nanog for their maintenance. **(A)** Hierarchical clustering correlation heat map for RNA-seq replicates. **(B)** GO analysis using metascape for differentially expressed genes (log_2_ fold change > 0.6 and <−0.6 and FDR < 0.05) in Dox-treated and untreated Oct4-, Sox2-, and Nanog-cKO ^tet-off^L-EPSC cells. **(C)** Heat maps showing the mRNA expression of selected pluripotency markers genes for Dox-treated and untreated Oct4-, Sox2-, and Nanog-cKO ^tet-off^L-EPSC cells. Data are presented as log_2_ normalized counts. **(D)** Box plots showing expression of 2C marker genes in Oct4-, Sox2-, and Nanog-cKO L-EPSCs before and after Dox addition. *P*-values were determined using the Mann–Whitney Wilcoxon test. **(E)** Phase-contrast images showing morphology (left panels) and Oct4 protein expression (right panels) from ^Oct4-degron^D- and ^Oct4-degron^L-EPSCs converted from ^Oct4-degron^ESCs (Boija et al, 2018) before and after dTAG treatment (100 nM). The scale bar is 100 μm. Vinculin is the housekeeping control.

Table S4. Differential gene expression in ESCs vs L-EPSCs in Oct4cKO, Sox2cKO and NanogcKO backgrounds. Related to Fig 4.

Table S5. Differential protein enrichment and gene ontology terms in ESCs, D- and L-EPSCs. Related to Fig 5.

Puzzling enough, we could not generate ^tet-off^D-EPSCs from these cKO cell lines despite repeated trials following strictly the published protocol (Yang et al, 2017b) (indicated by a red “X” in Fig 4A). We suspected that was due to the similarity of structure and mechanism of action between Dox and minocycline hydrochloride (MiH), a chemical compound required for the induction of D-EPSCs (Yang et al, 2017b). To ascertain this is the case, we resorted to an Oct4-degron ESC system allowing for rapid Oct4 protein degradation with dTAG treatment (Boija et al, 2018). Indeed, we could successfully convert Oct4-degron ESCs to both ^tet-off^D- and ^tet-off^L-EPSCs without dTAG treatment (Fig S4E), and dTAG addition induced Oct4 protein degradation concomitant with differentiation of ^tet-off^ESCs and both ^tet-off^EPSC lines and the eventual collapse of all these cells. Collectively, our data indicate that like ESCs, EPSC maintenance is also critically dependent on pluripotency factors Oct4 and Sox2 and, to a much lesser extent, Nanog.

### The proteomic comparison reveals differential translational and metabolic control between ESCs and EPSCs

To understand the functional outcomes of the global genomic and chromatin differences in EPSCs versus ESCs, we interrogated the differential proteome in ESCs and EPSCs. We performed quantitative proteomics using SILAC-based MS with biological replicates to achieve a high-accuracy analysis of the proteome for each cellular state (Fig 5A). We identified a total of 1,103 proteins among which 129 and 79 are up-regulated (log_2_ SILAC ratios > 0.6 & < −0.6) in ESCs compared with D-EPSCs and L-EPSCs, respectively (Fig 5B). As expected, we observed higher levels of Parp1 in ESCs than both L- and D-EPSCs (Fig 5B) because both chemical Parp1 inhibition and genetic Parp1-KO are reported to be beneficial for EPSC maintenance and developmental potency (Yang et al, 2017b). D-EPSCs overexpress pluripotency-related proteins like Lin28a and Dnmt3l, whereas Utf1 is overexpressed in both D- and L-EPSCs compared with ESCs (Figs 5B and S5A). The GO analysis of proteins overexpressed in D-EPSCs compared with ESCs showed enrichment of terms related to posttranscriptional gene regulation and translation (Fig 5C). Consistently, D-EPSCs showed enrichment of eukaryotic translation initiation factors, namely, Eif3b/c/e/m, Eif4g1, Eif6 and translation initiation-associated ribosomal protein Rps15a compared with ESCs (Figs 5B and S6). During mouse early embryonic development, the transcript levels of the above-mentioned translation initiation factors are higher at E5.5 (an embryonic stage that correlates with D-EPSCs at the single-cell level [Posfai et al, 2021b]) than ESCs (Fig S5B). On the other hand, compared with D-EPSCs, L-EPSCs specifically showed enrichment of Eif4a2 protein (Fig 5B). Similarly, the transcript levels of Eif4a2 are abundant in the E4.0 state and subsequently decrease in both ESCs and further in D-EPSCs (Fig S5B). Notably, L-EPSCs are correlated at the mRNA level with the E4.5 stage (Posfai et al, 2021b). We recently showed that Eif4a2 mediates specialized translational control of mRNA targets governing stem cell and developmental potency (Li et al, 2022). Thus, overexpression of Eif4a2 in L-EPSCs compared with both ESCs and D-EPSCs and other translation-related factors in D-EPSCs suggest that the two EPSC types might use different translational mechanisms to control expanded pluripotency.

**Figure 5.**
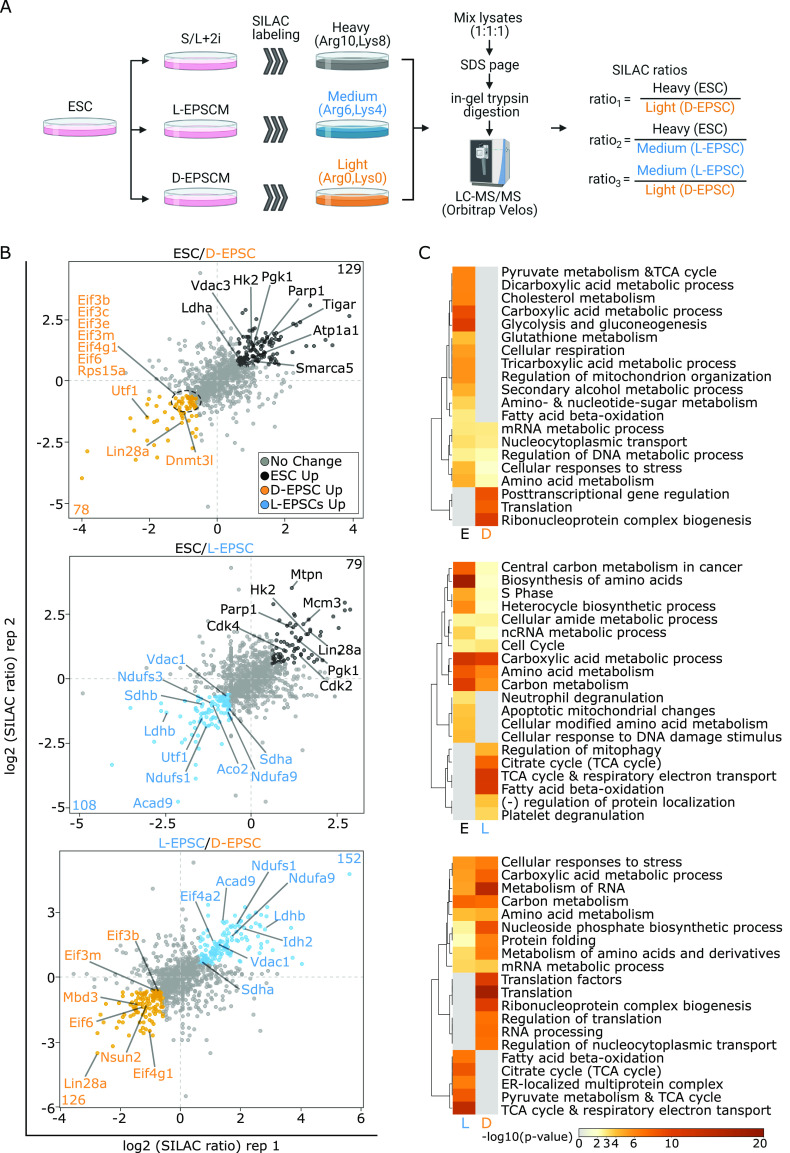
D- and L-expanded potential stem cells (EPSCs) show overexpression of translation initiation and TCA cycle-related proteins. **(A)** Illustration showing proteomics experiment using SILAC-based mass spectrometry (MS). **(B)** Protein ratios of two independent mass spec whole proteome measurements of embryonic stem cells, D-EPSCs, and L-EPSCs SILAC labeling are shown as dot plots (Table S5). Differentially expressed proteins (log_2_ ratio > 0.6 and < −0.6) are highlighted with darker colors, and their numbers are indicated in respective quadrants. Select proteins are labeled. **(B, C)** GO analysis using the differentially expressed proteins (log_2_ ratio >0.6 & <−0.6 i.e., colored dots except grey) from (B).

**Figure S5.**
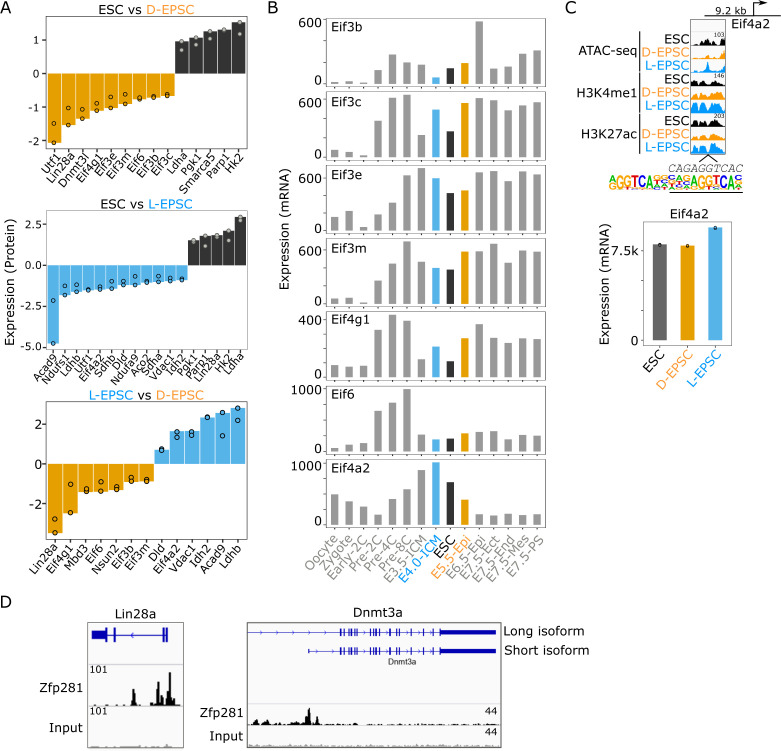
Expanded potential stem cells and embryonic stem cells (ESCs) differ in the expression of translation initiation and metabolic proteins. **(A)** Bar plots showing log_2_ protein ratios of highlighted genes from Fig 5B in indicated samples. **(B)** mRNA expression of selected translation initiation factors is shown during mouse embryogenesis using publicly available datasets from GSE76505 (Zhang et al, 2018b). **(C)** Genome browser tracks showing ATAC-seq and indicated histone marks ChIP-seq at a region −9.2-kb upstream of TSS of Eif4a2 gene harboring RAR-RXR motif. Eif4a2 expression in ESCs and both expanded potential stem cells are shown. **(D)** Genome browser tracks of Zfp281 ChIP-seq peaks in ESCs (Fidalgo et al, 2016) near the genomic loci of Lin28a and Dnmt3a.

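The Eif4a2 transcript (ENSMUSG00000022884, chromosome 16 from 23107517 to 23114209) had 7911 ± 33.6 in D-EPSCs, 7999 ± 48.4 in ESCs and 9413 ± 60.2 in L-EPSCs in the J1 libraries. Its log2 fold change was 0.23 (SE 0.020, limma adjusted p = 5e-05) in L-EPSCs against ESCs, 0.25 (SE 0.020, limma adjusted p = 6.7e-05) in L-EPSCs against D-EPSCs as labelled, and −0.016 (SE 0.020, limma adjusted p = 0.58) in D-EPSCs against ESCs. The rise in L-EPSCs was larger than the spread between replicates and inside the threshold of 0.6.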

**Figure S6.**
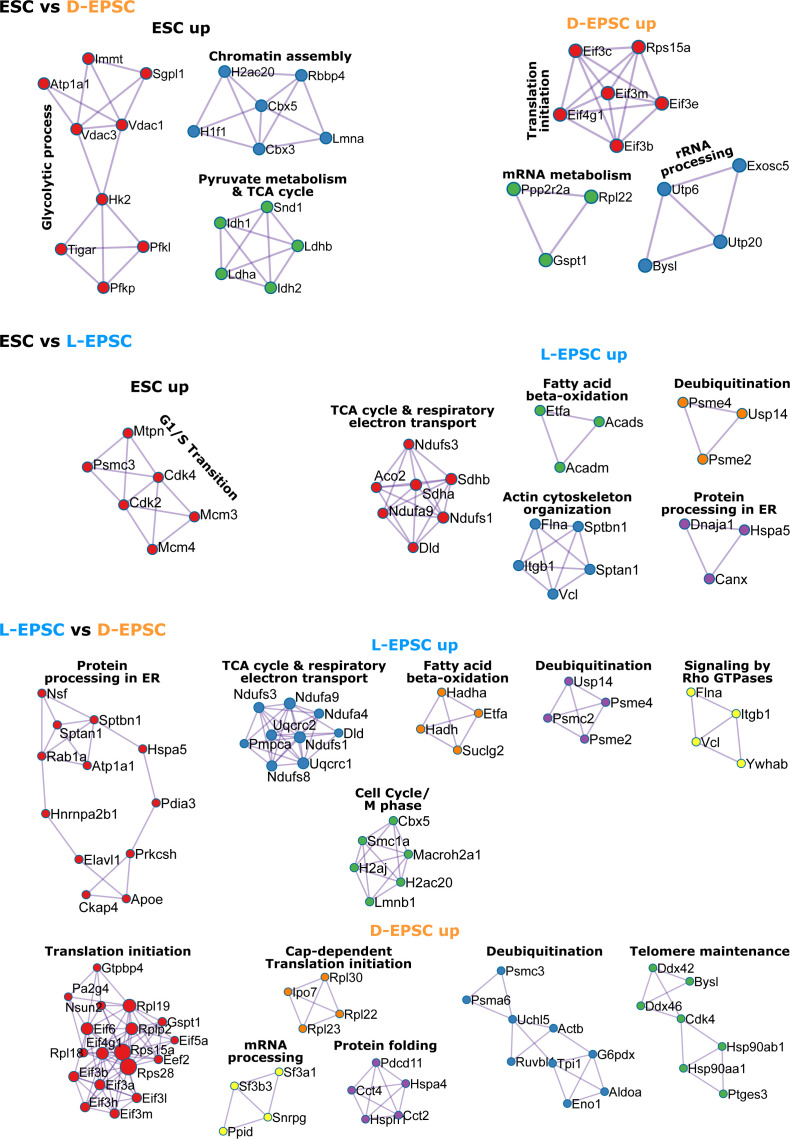
Differential protein network interaction map of embryonic stem cell and expanded potential stem cells. Protein–protein interaction analysis maps drawn using differentially expressed proteins associated with GO terms in Fig 5C.

The GO analysis for proteins up-regulated in L-EPSCs compared with both ESCs and D-EPSCs showed enrichment of terms like TCA cycle and fatty acid β-oxidation (Fig 5C). We observed overexpression of multiple TCA cycle-related proteins, namely, Aco2, Sdha/b, Ndufs1, Ndufs3, Ndufa9, Vdac1, and Acad9 in L-EPSCs compared with both ESCs and D-EPSCs (Figs 5B and S6). In contrast, ESCs mainly overexpress glycolytic proteins (e.g., Hk2, Tigar, Atp1a1, Vdac3, and Pgk1) and G1/S transition related proteins (e.g., Cdk2, Cdk4, Mcm3, and Mcm4) compared with D-EPSCs and L-EPSCs, respectively. Among these proteins, the majority of TCA (e.g., Aco2, Ndufs1, Ndufs3, Ndufa9, Sdha, and Sdhb) and glycolysis (e.g., Atp1a1, Hk2, and Tigar) related factors showed concordant expression at both mRNA and protein levels in ESCs versus L-EPSCs (Fig S7). 

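The mRNA values of genes of these groups were compared in normalized counts of J1 L-EPSCs against ESCs. For 5 genes of the TCA group, the log2 fold changes were 0.32 for Ndufs1 (2113 ± 2.54 against 1689 ± 45.1, limma adjusted p = 0.00022), 0.16 for Ndufs3 (689 ± 27.9 against 618 ± 8.1, limma adjusted p = 0.076), 0.32 for Ndufa9 (1374 ± 15.3 against 1101 ± 6.01, limma adjusted p = 0.00057), 0.33 for Sdha (4344 ± 14.2 against 3450 ± 50.7, limma adjusted p = 3.7e-05) and 0.14 for Sdhb (1184 ± 82.4 against 1070 ± 3.55, limma adjusted p = 0.072). These 5 were higher in L-EPSCs, and the differences of Ndufs3 and Sdhb were not past an adjusted p of 0.05. For the glycolysis group, Tigar was called lower in L-EPSCs, with a log2 fold change of −0.61 (SE 0.045, limma adjusted p = 2.4e-05) and a range from −0.62 to −0.60 without each replicate in turn. Hk2 was lower in L-EPSCs in both replicates.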

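Acad9 had 695 ± 7.48 normalized counts in L-EPSCs and 1081 ± 28.2 in ESCs and was called lower in L-EPSCs, with a log2 fold change of −0.64 (SE 0.048, limma adjusted p = 2.7e-05). Pgk1 had 6993 ± 121 in L-EPSCs and 3797 ± 62.4 in ESCs and was called higher in L-EPSCs, at 0.88 (SE 0.027, limma adjusted p = 3.2e-07), while its value in D-EPSCs was −0.20 (SE 0.027, limma adjusted p = 0.00084). Vdac3 had 2302 ± 33 in L-EPSCs and 2614 ± 56.4 in ESCs, a difference of −0.18 (SE 0.047, limma adjusted p = 0.016) that was not called. Pgk1 and the Vdac genes have copies of similar sequence in the genome, with which reads could be shared.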

For the rest of the proteins (e.g., Acad9, Pgk1, and Vdac3) the mRNA and protein expression were not concordant suggesting possible post-transcriptional regulation. These results suggest that ESCs and EPSCs, especially L-EPSCs, likely depend on different metabolic needs, supported by previous studies demonstrating that mouse early embryos (with totipotency and/or extended pluripotency) are dependent on pyruvate (TCA cycle), whereas ESCs on glucose (glycolytic pathway) as their main energy source (Nagaraj et al, 2017; Zhang et al, 2018a).

**Figure S7.**
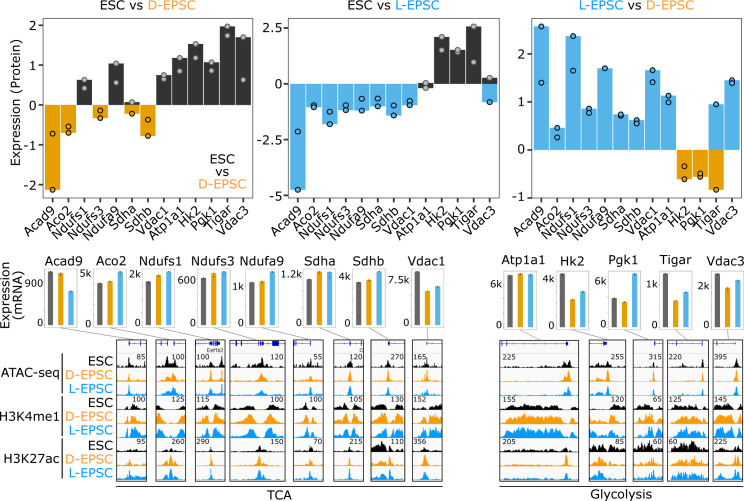
Proteomic, transcriptomic, and epigenetic regulation of TCA and glycolysis related factors. Bar plots showing log_2_ protein ratios (top panels), mRNA expression (middle panels) and ATAC-seq and ChIP-seq signals (bottom panels) for indicated TCA cycle and glycolysis related genes in embryonic stem cells, L-EPSCs, and D-EPSCs.

In sum, our proteomics data on three cellular states highlight that EPSCs may use differential translational and metabolic controls to acquire their expanded potential over ESCs, pointing another direction for future mechanistic inquiries into the EPSC biology.

## Discussion

The Deng (Yang et al, 2017b) and Liu (Yang et al, 2017a) laboratories simultaneously established EPSCs with unique developmental potential over ESCs, which ushered in valuable applications of these cells in enhanced directed differentiation (Wang et al, 2020), blastoid and interspecies chimera generation (Sozen et al, 2019; Li et al, 2019b; Tan et al, 2021), and faster mouse model generation (Li et al, 2019a). Despite the challenge raised on their expanded potential (Posfai et al, 2021b), EPSCs were subsequently further proved to be advantageous over ESCs in interspecies monkey–human chimera generation (Tan et al, 2021) and the derivation of totipotent potential stem cells (TPSCs) (Xu et al, 2022). These studies definitely highlight the untapped potential of EPSCs for further exploration to drive studies towards in vitro establishment of authentic totipotent stem cells, although the molecular foundation of these EPSCs are still poorly characterized. Here we used comprehensive genomics, epigenetic and proteomics approaches to compare the molecular features of the two EPSC lines and their similarities and differences compared with ESCs that remained unexplored by previous studies. Our data demonstrate that EPSCs express the core pluripotency factors Oct4, Sox2, and Nanog but differentially overexpress other pluripotency-associated factors such as *Utf1*, *Dnmt3a/b/l*, *Zfp281*, and *Zmym2* compared with ESCs (Fig 6). In addition, EPSCs, especially L-EPSCs, also show slight up-regulation of *Zscan4c*, a totipotency-associated factor, compared with ESCs (Figs 1F and 6). Apart from highlighting the subtle differences in pluripotency and totipotency related genes which Posfai et al (2021a, 2021b) had overlooked, we also showed how subsets of genes related to DNA methylation and gastrulation (Figures 1H and I) could be explored further to guide studies that are focused on establishing the authentic totipotent stem cells in vitro.

**Figure 6.**
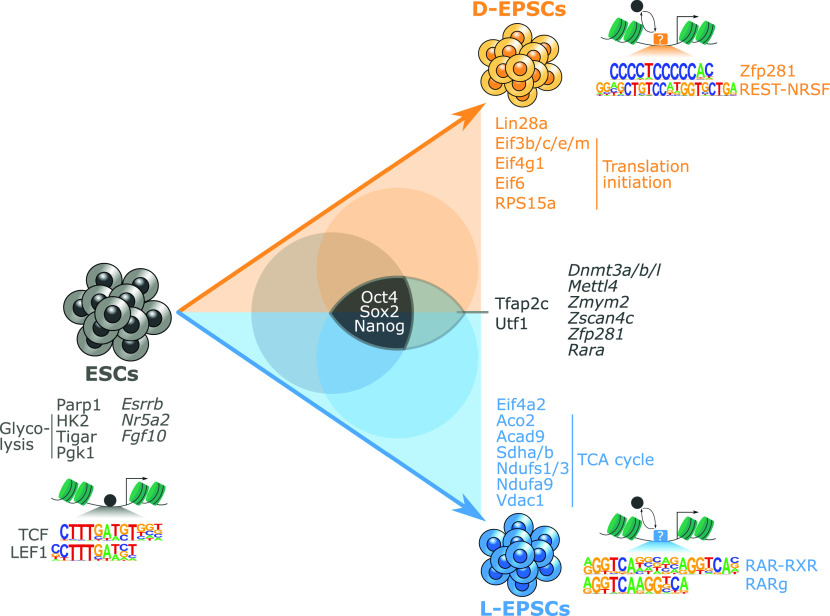
Summary of the molecular features associated with embryonic stem cells, D-, and L-expanded potential stem cells (EPSCs). Schematic representation showing conversion of embryonic stem cells to D- and L-EPSCs with shared proteins at the center (Oct4, Sox2, and Nanog) and uniquely enriched proteins and mRNA (italics) at the edges of the triangle. D- and L-EPSCs shared proteins and mRNAs are in the middle of the two cell types. Open chromatin and enriched motifs in each cell type are indicated. The pluripotency factors (filled grey circle) and EPSCs fate regulators (squares with the question mark) are shown.

The actual developmental potency of totipotent-like cells generated across various laboratories remains murky because these cell types show variable molecular features (Yang et al, 2017a, 2017b; Sozen et al, 2019; Li et al, 2019b; Tan et al, 2021; Posfai et al, 2021b; Xu et al, 2022). Thus, it is critical to know where precisely these cells map/position on the early development trajectory (Posfai et al, 2021a; Malik & Wang, 2022). Single-cell transcriptomic profile comparison with mouse early embryonic development had classified L-EPSCs slightly earlier (E4.5) than D-EPSCs (E.5.5) (Posfai et al, 2021b). We also noticed some remarkable differences in a few molecular features that suggest the placement of L-EPSCs at a slightly earlier developmental stage than D-EPSCs. For example, higher expression of Lin28a protein, representative of primed pluripotency state (Zhang et al, 2016), was observed in D-EPSCs, whereas overexpression of TCA cycle-related proteins, a feature of much earlier developmental stage (Nagaraj et al, 2017; Zhang et al, 2018a), was observed in L-EPSCs (Figs 5B and 6). The relatively higher proliferation rate of D-EPSCs compared with L-EPSCs could be further explored to highlight if there is any connection with their dependence on different metabolic pathways (Yang et al, 2017a, 2017b). Similarly, L-EPSCs with the overexpression of Eif4a2 are better associated with an earlier embryonic development stage, whereas D-EPSCs show overexpression of multiple translation initiation factor proteins representing a later developmental stage than ESCs. These datasets suggest an intriguing possibility that these factors may contribute to the differential developmental potential of D/L-EPSCs and/or the existence of alternative states of expanded pluripotency of EPSCs. It also raises an interesting question of whether one EPSC line might have higher plasticity than the other.

The conversion of ESCs to EPSCs led to differential chromatin opening concomitant with enrichment of various transcription factor motifs in differentially accessible sites (Figs 2E and 6). It will be interesting to know which factors are directly (pioneers) or indirectly (settlers or migrants) (Sherwood et al, 2014) involved in bringing about these chromatin accessibility changes. Immediate genome-wide occupancy studies of crucial transcription factor(s) combined with our existing ATAC-seq data analysis would help understand the dynamic processes that possibly involve passive displacement of pluripotency factors leading to chromatin closing and/or active involvement of the pioneering role of expanded pluripotency related factors leading to chromatin opening (Fig 6). In addition, it would be important to know whether major pluripotency factors, especially Oct4 and Sox2, bind to different locations in EPSCs than ESCs. Sox2 acts as a major pioneer factor in pluripotency induction (Zhu et al, 2018; Malik et al, 2019) and partners with different proteins in a cell context-dependent manner (Adachi et al, 2013; Lodato et al, 2013), so it would be interesting to know if there are changes in Sox2 binding locations and partners in EPSCs as well. Similarly, the determination of binding locations of identified EPSC-enriched factors (Fig 6) would help us understand their regulation more precisely. 

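Between the EPSC lines as labelled, Zfp281 had a log2 fold change of 0.040 (SE 0.047, limma adjusted p = 0.57), L-EPSCs against D-EPSCs, a difference smaller than the spread between replicates, with the sign changing to −0.019 without D-EPSC replicate 2. Rara was lower in L-EPSCs than in D-EPSCs, at −0.42 (SE 0.073, limma adjusted p = 0.0035). That difference exceeded the spread between replicates, with a range from −0.48 to −0.37 without each replicate in turn, and was inside the threshold of 0.6.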

*Zfp281* and *Rara* transcripts are expressed at nearly identical levels in both EPSCs (Figs S2F and 6). Yet, their DNA binding motifs are enriched differentially in the accessible regions in D- and L-EPSCs, respectively (Figs 2F and 6). To understand whether these differentially open locations containing the abovementioned DNA motifs are actually bound by their respective transcription factors, it would be of prime interest to catalog all the genome-wide locations bound by expanded potential related factors. We noticed the presence of the RAR binding motif upstream of *Eif4a2* in L-EPSCs (Fig S5C). Using our previously published ChIP-seq data (Fidalgo et al, 2016), we found that Zfp281 binds the *Dnmt3a* and *Lin28a* genomic regions in ESCs (Fig S5D). A comparative genome-wide binding study in ESCs and EPSCs will help identify more regulatory signatures like this. Such studies will thus delineate if and how Zfp281 and RAR-RXR family proteins may contribute to the expanded potential of EPSCs, particularly considering activation of RARγ signaling are important for inducing and maintaining totipotent features of TPSCs (Xu et al, 2022) and both Zfp281 and RAR-RXR family proteins may play a role in cell division and DNA replication-free reprogramming of somatic nuclei for embryonic transcription (Tomikawa et al, 2021). Recently Hu et al succeeded in capturing 2CLCs in vitro using three chemicals including TTNPB (RAR-agonist) (Hu et al, 2022), thus corroborating our findings and strengthening the demand to explore the possible role of these factors in expanded potential of EPSCs.

Open chromatin regions in the mouse genome (about 45%) are associated with repeat elements. The accessibility around these repeat elements is highly dynamic during early embryonic development and ESCs (Lu et al, 2020). Similarly, global DNA methylation is also dynamic during mouse early development stages and controls the expression of repeat elements (Smith et al, 2012). Although it is well known that mouse early embryos and ESCs show higher expression of ERVs (regulated by LTRs), we found that, compared with ESCs, differentially open regions in EPSCs were depleted around LTRs and matched with significant down-regulation of the corresponding RNA expression (Fig 2C and D) in alignment with a previous report (Kruger et al, 2021). We also noticed that EPSCs overexpress Dnmt3 enzymes (Figs S1A, 5B, and 6). Because DNA methylation levels control the repression of repeat elements (Smith et al, 2012; He et al, 2019), it raises more questions as to whether differential overexpression of DNA methylation enzymes is at interplay to control the selective repression of LTR-containing open regions in EPSCs.

In summary, we systematically compared ESCs and EPSCs with combined genomic, transcriptomic, and proteomic approaches. We identified critical genomic loci and proteins that provide a rich resource for further investigations as the potential molecular targets endowing EPSCs with superior developmental potential over ESCs (Fig 6). Similar studies are warranted for other currently available totipotent-like cells, including 2CLCs (Macfarlan et al, 2012), totipotent blastomere-like cells (TBLCs) (Shen et al, 2021), totipotent-like stem cells (TLSCs) (Yang et al, 2022), TPSCs (Xu et al, 2022), chemically induced totipotent stem cells (ciTotiSCs) (Hu et al, 2022), and human 8CLCs (Mazid et al, 2022; Taubenschmid-Stowers et al, 2022). Ultimately, we will be able to capture authentic totipotent stem cells in vitro (Malik & Wang, 2022) and likely also reveal alternative paths to totipotency and/or alternative totipotent states.

## Materials and Methods

### ESC and EPSC culture

#### Mouse ES cells (mESCs) J1

Mouse ES cells (mESCs) J1 were cultured on inactive MEF feeder cells (∼30,000 cells per cm^2^) or on 0.1% gelatin-coated plates in a serum-based medium with 2i (3 μM CHIR99021; 1 μM PD0325901) addition, which was prepared as follows: DMEM supplemented with FBS (15%), recombinant LIF (1,000 U/ml), β-mercaptoethanol (0.1 mM), L-glutamine (2 mM), MEM non-essential amino acids (NEAA, 0.1 mM), nucleoside mix (1%), and penicillin/streptomycin (50 U/ml). The medium was changed daily or every other day, and cells were passaged every 3 d using trypsin (0.05%).

#### D-EPSCs

D-EPSCs were cultured in a base medium of N2B27 prepared as follows: DMEM/F12 and Neurobasal (1:1 ratio), N2 supplement (1×), B27 supplement (1×), GlutaMAX (1×), and β-mercaptoethanol (0.1 mM). The base medium was supplemented with KSR (5%), NEAA (0.1 mM), LIF (1,000 U/ml), CHIR99021 (3 μM); dimethindene maleate (DiM, 2 μM); and minocycline hydrochloride (MiH, 2 μM). L-EPSCs were cultured on feeder cells or gelatin-coated plates in a base medium prepared as follows: DMEM/F12, KnockOut Serum Replacement (KSR, 20%), L-glutamine (2 mM), NEAA (0.1 mM), and β-mercaptoethanol (0.1 mM). The base medium was supplemented with LIF (1,000 U/ml), CHIR99021 (3 μM), PD0325901 (1 μM), A-419259 (0.3 μM), XAV939 (5 μM), JNK inhibitor VIII (4 μM), and SB203580 (10 μM). For both EPSCs, the medium was changed daily, and cells were passaged every 3 d with accutase. Both EPSCs were cultured in feeder-free conditions for about 15 d, which equated to five passages before they were used for ATAC-seq, ChIP-seq, and RNA-seq experiments.

Oct4-FKBP mESCs, used for degron (dTAG) treatment based Oct4 protein depletion experiment, were cultured on 0.1% gelatin-coated plates in N2B27/2i/LIF medium formulated as: DMEM/F12 and Neurobasal (1:1 mix) medium supplemented with N2 (1×) and B27 (1×) supplements, NEAA (0.1 mM), LIF (1,000 U/ml), CHIR99021 (3 μM), and PD03259010 (1 μM).

All the cells were cultured in an incubator with 5% CO_2_ at 37°C. Detailed reagents and tools list is provided in Table S6.

Table S6. List of reagents and tools used in the study.

### RNA-seq and data analysis

Total RNA from ESCs and EPSCs replicates were extracted using Trizol according to the manufacturer’s protocol. RNA quality was evaluated by Agilent 2100 BioAnalyzer. Total RNA from each sample was isolated and used to prepare RNA-seq libraries. RNA-seq libraries were prepared manually using Universal Plus mRNA-Seq with NuQuant kit, according to the manufacturer’s protocol. For each sample, 500 ng total RNA was used to isolate mRNA via poly(A) selection. Captured mRNA was washed, fragmented, and primed with a mix of random oligo(dT) primers. After cDNA synthesis, ends were repaired and ligated with Unique Dual Index (UDI) adaptor pairs. Libraries were amplified by 14 PCR cycles and purified with AMPure XP beads, sequenced on the NovaSeq 6000 platform with 150 bp paired-end read length with Novogene.

RNA-seq reads quality assessment and adaptor trimming of fastq files were performed using TrimGalore v.0.6.4, retaining reads with a minimum length of 60 and a minimum Phred score of 20. Processed reads were mapped against the mouse genome (mm9/NCBIM37.67) and sorted by coordinate using STAR v2.7.9a. The number of reads per gene was counted using htseq v.0.11.2, providing the genome annotation (GTF format) from the NCBIM37.67 mouse genome. Differential gene expression was analyzed using DESeq2 v.4.1.1 R package. Genes not expressed in all samples (rowSums ≤ 1) were filtered out from the analysis. Correlation plots and PCA were performed on vst-transformed values (variance stabilized transformation; implemented in DESeq2 package). Genes were considered differentially expressed if they had an FDR value of < 0.05 and a log_2_ fold-change > ±0.6 unless otherwise indicated.

Gene Set Enrichment Analysis (GSEA v.4.2.2) was used to assess the ontology terms enriched in each sample using the C5 Gene Ontology Gene Set Database (v.7.5.1). Only significant genes (FDR < 0.05 and Log_2_FC > ±0.6) were selected for this analysis. Briefly, *P*-values were calculated based on 1,000 permutations, with permutation type set to *gene_set*. Enrichment analysis was set to *weighted* for the enrichment score calculation, and *log2_Ratio_of_Classes* was used for gene ranking. Only GO terms with NOM *P*-val < 0.05 were retained for further analysis. Gene Ontology terms heat map, volcano plots, PCA, and correlation plots were plotted using R software.

### ATAC-seq and data analysis

The ATAC-seq libraries of ESCs and both EPSCs were prepared in technical replicates as previously described (Buenrostro et al, 2013, 2015) with minor modification. Briefly, 5 × 10^4^ cells were lysed by lysis buffer (10 mM Tris–HCl [pH 7.4], 10 Mm NaCl, 3 mM MgCl_2_, and 0.15% NP-40) for 10 min on ice to prepare the nuclei. Immediately after lysis, nuclei were spun down at 500*g* for 5 min. Next, the pellet was incubated with the Tn5 transposase and tagmentation buffer at 37°C for 30 min (Vazyme Biotech). After the tagmentation, the stop buffer was added directly into the reaction to end the tagmentation. PCR was performed to amplify the library for 15 cycles using the following PCR conditions: 72°C for 3 min; 98°C for 30 s; and thermocycling at 98°C for 15 s, 60°C for 30 s, and 72°C for 3 min; following by 72°C for 5 min. After the PCR reaction, libraries from 200 to 700 bp were purified using gel extraction before sequencing. NextGen sequencing was performed by NovaSeq 6000 platform with 150 paired-end reads.

ATAC-seq reads were processed as previously described (Yang et al, 2020). Briefly, sequencing reads were aligned to mouse genome (mm9) using the bowtie2 (v2.3.5) program, with parameters -X 2000–no-mixed. Aligned reads were filtered by samtools (v1.10) program with parameters -F 0x04 -f 0x02 -q 20. ATAC-seq peaks were determined by the MACS program (v.2.2.7) with default settings. Differential peak accessibility was determined using the Diffbind tool v.3.4.11 (Ross-Innes et al, 2012). Briefly, reads were counted over each peak, normalized, and differential analysis was performed using DESeq2. All peaks (th = 1) were extracted for further analysis. Peaks were considered differentially accessible if they had a value of FDR < 0.05 and a log_2_ fold-change > 0.6 and < −0.6. Peak filtering and downstream analysis were performed using bedtools software v.2.27.1, including peak intersection and coverage depth computing (bedtools intersect and bedtools coverage functions, respectively). Motif analysis was performed using HOMER v.4.11.1 (findMotifsGenome.pl script). Briefly, the top 15 most significant known motifs (ranked by FDR value) were selected in all comparisons and merged. Motifs were then separated into several groups based on their sample enrichment and shown in Figs 2E and S2D. Peak genomic distribution was assessed by homer annotatePeaks.pl script (-annStats option). Log_2_ (obs/exp) ratio was plotted in Fig 2C. Motif fraction enrichment in each sample was computed using HOMER with annotatePeaks.pl function. Briefly, the identified 88 motif types (Fig 2E) that present differential accessibility between mESCs and EPSCs were downloaded from the homer motif database (http://homer.ucsd.edu/homer/motif/HomerMotifDB/homerResults.html) and merged into a single file. A merged motif file was provided as input to HOMER using the annotatePeaks function (-m option). Motif counts were calculated, and the motif fraction was obtained by normalizing with the peak numbers in each accessibility group. The most enriched motifs in mESC and both EPSCs were plotted in Fig 2F. ATAC-seq peak annotation was performed using the homer annotatePeaks.pl function to assign the nearest gene name to the peaks. Enrichment heat maps in Figs 2A, S2C, and S3C were plotted using EaSeq v.1.111, ranked by read coverage. Correlation and volcano plots were plotted using R software.

### ChIP-seq and data analysis

H3K4me1 and H3K27ac ChIP-seq experiments were performed in replicates as described (Ding et al, 2015). One million cells were used for each sample. Massively parallel sequencing was performed with the Illumina NovaSeq 6000 according to the manufacturer’s protocol, and pair-end 150 bp length reads were produced. FastQC was used to check the sequencing quality. ChIP-seq reads were aligned to the mouse genome mm9 using the bowtie2 (v2.3.5) program, with parameters -X 1000 --no-mixed --no-discordant. The mapped reads were sorted and converted to a binary bam file using SAMTools (v1.10). ChIP-seq peaks were determined by the MACS program (v.2.2.7) with the -broad option, using input as the control data. Differential peak enrichment was determined using Diffbind software (similar as in the “ATAC-seq and data analysis” section). Peak annotation was performed using HOMER annotatePeaks.pl script to assign nearby genes to each peak.

### SILAC-MS

The SILAC-MS procedure is illustrated in Fig 4A. Briefly, D-EPSCs were cultured in SILAC Light (Lys0, Arg0), L-EPSCs were cultured in SILAC Medium (Lys4, Arg6), and ESCs were cultured in SILAC Heavy (Lys8, Arg10) media for at least five passages. Cell lysates of each population were equally mixed for the following steps. Protein lysates were dissolved in 8M Urea buffer, followed by in-gel tryptic digestion and liquid chromatography-tandem mass spectrometry (LC–MS/MS) using an Orbitrap-Velos mass spectrometer. Proteome Discoverer Software with mouse proteome was used for protein quantification and identification. The relative intensities of heavy, medium, and light fraction for each protein were exported for further analysis.

### Western blot

Whole-cell protein extracts were isolated from the cultured cells using RIPA lysis buffer (NC9193720; Boston BioProducts) supplemented with protease inhibitor cocktail (P8340; Sigma-Aldrich) and phosphatase inhibitor cocktail (78428; Thermo Fisher Scientific). Blots were incubated in 2% BSA/TBST at room temperature for 1 h, and then they were incubated with the corresponding antibodies in 5% skimmed milk powder/TBST at 4°C overnight. Secondary antibodies were anti-rabbit IgG, HRP-linked antibody (1:5,000; R&D System, HAF008) and anti-mouse IgG, HRP-linked antibody (1:5,000; Cell Signaling Technology, 7076S), which were incubated for 1 h at room temperature while shaking. The blots were developed using XRAY FILM (Cat. no. XAR ALF 2025; LabScientific) in a dark room.

## Data Availability

Sequencing data (ATAC-seq, ChIP-seq, and RNA-seq) that supports the findings of this study are available in Gene Expression Omnibus. Accession number for the study is GSE201305.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

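Poly(A) RNA of 24 libraries was analysed from 2 tables that the authors deposited. The first holds J1 ESCs, D-EPSCs and L-EPSCs, and the second holds ESCs, untreated L-EPSCs and Dox-treated L-EPSCs of the Oct4-, Sox2- and Nanog-cKO tet-off lines, with 2 replicates in each group. The deposited values are a signal made from gene counts: the authors trimmed the reads with TrimGalore, aligned them to NCBIM37 with STAR, counted them per gene with htseq, and divided the counts of each sample by its DESeq2 size factor. The methods state that genes with a row sum of 1 or less were filtered out, and the deposited tables still hold such genes. The strand setting of htseq is not stated. Every sample was taken from its label, and the values of Table S1 equal the columns with the same labels.

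The unit of the tables was tested on the values. In all 24 columns, 100% of the values were whole multiples of the value of 1 read, so whole reads were recovered. In 2 columns (Sox2-cKO ESC replicate 1 and untreated Sox2-cKO L-EPSC replicate 2, with size factors of 0.991 and 1.00) this value lies so near 1 that an automatic test of the unit has no answer, and they were treated like the others. The plan allowed for counts or for normalized values, and the branch for normalized values was used. The tables list 23095 and 25476 genes, of which 21304 and 23129 have a symbol. Genes with at least 2 reads in total were tested, 21533 and 24007 of them. The coordinates within the tables are those of a later build than the one counted on, so positions were taken from the NCBIM37 annotation by gene ID.

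Reads on genes per library had a median of 13076077 in the J1 table and 12109406 in the tet-off table. The 10 most abundant genes took between 4.91% and 5.76% of the reads in the J1 table. In edgeR, the biological coefficient of variation was 0.0281 in the J1 table and 0.0301 in the tet-off table. Whether the replicates are independent derivations is not stated.

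The main test was limma 3.58.1 in R 4.3.3, with a trend on mean expression, on log2(normalized count + 1), with all groups of a table in a single fit and Benjamini-Hochberg adjustment within each comparison. Genes were called with an adjusted p under 0.05 and a log2 fold change beyond 0.6 in the J1 comparisons and between ESCs and L-EPSCs of the tet-off lines, or beyond 1 for Dox. Differences of effects between lines were interaction terms of the same fit. Lists were tested with fry, with p-values adjusted over 108 tests (12 lists in 9 comparisons). The lists were the DNA methylation, gastrulation, pluripotency and 2C lists of Table S1 and lists of ERK feedback genes, ATF4 targets, fibroblast genes, trophoblast genes, primitive endoderm genes, Wnt targets, imprinted genes and Y-linked genes. The DNA methylation and gastrulation lists belong to terms that the paper found enriched among genes called in these J1 libraries, so tests of them there are not independent evidence. Ccnd1 is in the ERK feedback and the Wnt lists, and Peg10 in the trophoblast and the imprinted lists. Distances were Euclidean over the genes tested, and the PCA used the 500 most variable genes. Groups at or under 3 reads in each library were treated as at the floor. NumPy 2.4.6 and pandas 2.3.3 in Python 3.11.15 were used for the proteins of Table S5 and the peaks of the supplementary tables.

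The tests were tried on simulated data with 200 changed genes drawn from the means and library sizes of the real samples, with a single dispersion for all genes. Changed genes were taken from those with a mean of at least 10, with true changes clear of the threshold. In the J1 table limma called 81.5% of the changed genes, edgeR 96% and DESeq2 90%, with 1, 1 and 0 unchanged genes called. In the tet-off table the values were 95.5%, 98.5% and 93%, with 15, 2 and 0 unchanged genes, so 7.28% of the limma calls there were false. Fry separated 20 raised from 20 unchanged genes in both simulated tables.

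The comparisons, tests and alternatives were set before the data were examined, apart from those named as later choices. The alternatives were edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 (Wald) on the recovered reads, TMM scaling, median centring, a mean of at least 10 normalized counts, a fit of the 2 groups compared alone, the replicate number as a block, the other fold change threshold, a pseudocount of 0.1, camera with a correlation of 0.01, a rank-sum permutation test across genes with 1e+05 resamples, variance-stabilized reads, a PCA of all genes and leaving out each replicate. Size factors of DESeq2 in edgeR and filterByExpr belonged to the branch for counts and were not run. DESeq2 on the 2 groups compared, with and without shrinkage, camera with an estimated correlation and the rank-sum test on the values of each replicate were chosen after results had been seen.

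The genes named are those that the paper names for an RNA-seq result in its text or in Figs 1E, 1F, 2F, 3C, 4E, S1A, S2F, S5C and S7, the members of a list where it is summarised, and for each comparison the 3 genes with the largest log2 fold change in each direction among called genes with a mean of at least 100 normalized counts in the higher group. A few of the genes that the paper names are not reported here. The ATAC-seq, ChIP-seq, proteomics, gene set enrichment and embryo data behind other conclusions were not analysed here, apart from tests of explanations in the closing part. Some supplementary tables were at hand only in part, and values from them cover the listed rows.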

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

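Of the tests below, those of the separate normalization, the accessibility of J1 L-EPSCs against ESCs, ERK signalling in the J1 ESCs and the Y-linked and fibroblast genes in J1 or tet-off cultures were chosen only after the results had been seen.

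The effect of Dox differed between the tet-off lines when the difference itself was tested. With interaction terms, 1635 genes differed between the Oct4-cKO and Sox2-cKO lines, 3545 between the Oct4-cKO and Nanog-cKO lines and 2714 between the Sox2-cKO and Nanog-cKO lines. The median difference of the pluripotency list was 0.11 between the Oct4-cKO and Sox2-cKO lines (limma's fry, adjusted p = 2.5e-07), −1.86 between the Oct4-cKO and Nanog-cKO lines and −1.78 between the Sox2-cKO and Nanog-cKO lines, and that of the 2C list was 0.34 and 0.69 for the differences from the Nanog-cKO line. Of the 36 tests of a list for a difference in the Dox effect, 30 had an adjusted p (limma's fry) under 0.05. Only fry was used here, and it also called lists with little shift, such as imprinted genes between the Oct4-cKO and Nanog-cKO lines (median −0.015). Among 2C genes with a mean of at least 10, the Dox medians were −0.17 in the Sox2-cKO line and −0.30 in the Nanog-cKO line. Library size is argued against, since with every library thinned to 10807631 reads the smaller ratio of the Oct4-cKO and Sox2-cKO counts to the Nanog-cKO count was 2.82. GC content and gene length are argued against too, since with a trend on them removed the smaller ratio was 2.84. The residual Nanog transcript, with 3139 normalized counts after Dox, and the different factors lost remain open and were not tested. For the protein, the paper shows loss of Nanog with Dox (Fig 4C).

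Genes that the paper does not discuss changed with Dox in the Nanog-cKO line. A response to Dox shared by all lines could account for only part of them, since 26.2% of the calls there were called in the same direction in both other lines. Mitochondrial stress from Dox is argued against as a response of all lines, since the ATF4 target list had a lowest median of −0.50. In the Nanog-cKO line itself that list rose by 0.32, where an unchanged or lower list would have excluded such stress outright, so a response in this line alone stays open.

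The comparison of ESCs with untreated L-EPSCs in the tet-off lines, for which the paper shows a clustering and a PCA, had 6822 called genes in the Oct4-cKO line, 4713 in the Sox2-cKO line and 6457 in the Nanog-cKO line. Between lines, the conversion effect differed for 2403 genes (Oct4-cKO and Sox2-cKO), 3536 (Oct4-cKO and Nanog-cKO) and 3551 (Sox2-cKO and Nanog-cKO). Of the 36 tests of a list for such a difference, 29 had an adjusted p (limma's fry) under 0.05. Besides the 5 tests of the pluripotency and 2C lists named above, this makes 54 over the Dox and the conversion effects, of 72 tests in all. The title of the paper's Table S4 names this comparison, and the sheets at hand hold Dox-treated against untreated L-EPSCs. Of the fibroblast genes with a mean of at least 100 normalized counts in a group of a line, 2 were called higher and 6 lower over the 3 lines. Genes of the list below that mean were not counted and went both ways. In the Oct4-cKO line, for example, Tagln rose from 11.1 to 67.8 on conversion and Col1a1 fell. The counts by themselves leave RNA of fibroblast feeder cells in the ESCs open. Such RNA in the L-EPSCs or the ESCs as the whole difference is argued against by a test put in place of those counts once they were known, since Col1a1, Col1a2 and Col3a1 had means of at most 102 normalized counts in these ESCs and untreated L-EPSCs (Col1a1 in the Nanog-cKO ESCs), with at most 15.7 for Col1a2 and 1.02 for Col3a1. In the Oct4-cKO line Vim fell from 2270 to 1160 while Col1a1 fell from 62.4 to 40.1, and in J1 ESCs Col1a1 was above Vim (45300 and 9130). The parents of the lines and their culture were not tested.

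The conversion went in opposite directions in J1 and in the tet-off lines for many genes. Of the 4301 genes called between J1 L-EPSCs and ESCs and tested in both tables, 456 were called in the opposite direction in all 3 tet-off lines and 248 in the same direction. Culture conditions that act alike on every line are argued against, since at most 48.6% of the calls had the same sign in a tet-off line. The separate normalization of the tables is argued against, since with every library centred on its median the share ran from 40.9% to 49.7% over the lines, against 40.0% to 48.6% without. An exchange of the J1 ESC and L-EPSC libraries would turn the relation of RNA and accessibility around. It is argued against, since their differences between L-EPSCs and ESCs had a Pearson's r of 0.116 (95% bootstrap interval 0.019 to 0.221) across 680 genes near the peaks at hand, and 0.117 (0.047 to 0.187) across 1151 genes with a wider distance. The RNA and protein differences decided nothing, with a Pearson's r of −0.028 (−0.108 to 0.051) across 1061 proteins. A candidate explanation is ERK signalling that is inhibited in the J1 ESCs, whose stated medium has a MEK inhibitor, and not in the tet-off ESCs, whose medium is not stated. The ERK feedback list had a median of 1.14 in J1 L-EPSCs and was lower in the L-EPSCs of all 3 tet-off lines, a pattern that was seen before it was tested.

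Y-linked genes were higher in L-EPSCs than in ESCs of each tet-off line, with median log2 fold changes of 1.85, 4.34 and 2.92 over 4 genes in the Oct4-, Sox2- and Nanog-cKO lines, or 4.26 in the Sox2-cKO line with genes at the floor at their bounds. Kdm5d had 1 read in the 6 ESC libraries, where 62.4 were expected from the level of the other 3 genes (exact one-sided Poisson p = 5e-26, which covers counting error alone). Its level in ESCs was 0%, 0% and 0.818% of that in the L-EPSCs of the Oct4-, Sox2- and Nanog-cKO lines, where the lowest of the other 3 genes had 26.0%, 3.41% and 11.3%, which argues against ESCs without a Y chromosome as a share of each culture. Male fibroblast RNA in the L-EPSC libraries is argued against in the Sox2-cKO line, where the fibroblast list had a median of −0.61. The medians of that list in the Oct4-cKO and Nanog-cKO lines, given under the other observations, lay nearer to no change. In both of these lines, Col1a1 and Col1a2 were lower in L-EPSCs than in ESCs. Their means were 40.1 and 8.05 against 62.4 and 15.7 (Oct4-cKO), and 49.1 and 4.12 against 102 and 10.3 (Nanog-cKO). This argues against such RNA as the whole rise of the Y-linked genes there. Other genes of the list, such as Tagln in the Oct4-cKO line (11.1 to 67.8), rose, so a smaller contribution stays open. Library size is argued against by the lowest Y-linked median after thinning, 1.88 (Oct4-cKO line). What else remains open, such as a deletion in the ESCs or a difference in origin between the ESC and L-EPSC cultures, was not tested.

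A total of 153 genes had a mean of at least 100 normalized counts in a J1 group and under 10 in every tet-off group. They made up 2.64% of the calls between D-EPSCs and ESCs, 2.40% between L-EPSCs and ESCs and 3.89% between the EPSC lines. RNA of fibroblast feeder cells in the J1 libraries is a candidate source, since 11 of 16 listed fibroblast genes were at least 10 times higher in J1 ESCs than in the ESCs of each tet-off line. The paper states that both EPSCs were grown without feeders for several passages before RNA-seq, which speaks against this source in the D-EPSC and L-EPSC libraries. The most abundant genes of the list in J1 ESCs were Col1a1 (45300 normalized counts), Fn1 (29400), Col1a2 (23800) and Col3a1 (17200). The tet-off cultures express part of the list too, with 6, 5 and 7 genes at a mean of at least 100 in the ESCs or untreated L-EPSCs of the Oct4-, Sox2- and Nanog-cKO lines, Fn1 among them (at least 15400 in the ESCs). A change in the share of these cells as the whole difference in fibroblast genes between the J1 states is argued against, since the log2 fold changes of these genes between D-EPSCs and ESCs ranged over 3.23, from −1.89 for Lox to 1.35 for Dcn, with standard errors of at most 0.13. Fibroblast RNA does not cover all of the 153 genes. Lyz2 (15700 normalized counts in D-EPSCs, 1080 in ESCs and 13000 in L-EPSCs), C1qa (1650, 110 and 826) and Adgre1 (1280, 134 and 799) were higher in both EPSCs, where Col1a1 was lower, and their source was not tested. Expression by the cultured cells themselves stays open, since low tet-off values were the rule of selection and cannot decide it. The 153 genes include Ccl6 and Ccl11, given above among the largest fold changes. They also include Il1rn and Inhba of the gastrulation list, so the source of these values is uncertain too.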

How the results depend on the processing

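The DESeq2 fits on the 2 groups compared, camera with an estimated correlation and the rank-sum test on the values of each replicate were chosen only after the results had been seen.

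The 9 counts of genes called stayed within 1.5 times under TMM scaling, median centring, a pseudocount of 0.1, a mean of at least 10, the 2 groups alone, edgeR and DESeq2. They ranged from 4052 to 4501 for D-EPSCs against ESCs and from 1040 to 1308 for Dox in the Nanog-cKO line. The other threshold moved 7 of them beyond that, to 2899 for L-EPSCs against ESCs, 1836 between the EPSC lines, 5568 and 2386 for Dox in the Sox2-cKO and Nanog-cKO lines, and 4466, 2990 and 4196 between L-EPSCs and ESCs of the Oct4-, Sox2- and Nanog-cKO lines, by construction. DESeq2 on the 2 groups moved the Nanog-cKO count to 675, and to 317 with shrunken fold changes, and the cause was not tested. Counts in a single direction moved in 11 of 18 cases with the other threshold and in 2 with each DESeq2 fit of 2 groups. With a replicate left out an arm has 1 sample, so no calls were counted.

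With the replicate number as a replicate block, 1 result lost its call, the DNA methylation list between the EPSC lines (limma's fry, adjusted p = 0.055). No other list and none of the 213 named gene values changed its call. Among all genes some calls changed, with 4273 of the 4466 genes called between D-EPSCs and ESCs and 4188 of 4380 between L-EPSCs and ESCs shared. The numbers do not pair the samples, since the deviations of equal numbers had correlations from −0.020 to 0.026.

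List tests depended on the method, and the cause was not tested. Adjusted p-values from limma's fry were at most 0.0048 for the lists named here, and camera with a correlation of 0.01 gave adjusted p-values (limma) of 0.72 for the DNA methylation list between the EPSC lines, 0.85 for the gastrulation list in D-EPSCs, 0.32 for the pluripotency list in the Nanog-cKO line and 0.41 and 0.33 for the 2C list in the Sox2-cKO and Nanog-cKO lines. With an estimated correlation they were 0.72, 0.85, 0.31, 0.42 and 0.34 (limma's camera, adjusted p). The rank-sum permutation test on group means gave adjusted p = 0.13, 0.17 and 0.90 for the DNA methylation list (D-EPSCs, L-EPSCs, between the EPSC lines), 0.90 (reversed), 0.24 and 0.36 for the gastrulation list, 0.90 for the pluripotency list in the Nanog-cKO line and 0.90 and 0.90 for the 2C list in the Sox2-cKO and Nanog-cKO lines. On the values of each replicate, the permutation test gave adjusted p = 0.85 for the DNA methylation list between the EPSC lines, 0.85 (reversed), 0.054 and 0.11 for the gastrulation list and 0.85 for the pluripotency list in the Nanog-cKO line and for the 2C list in both. Because that test counts both replicates of a gene as separate values, its smaller p-values are not further evidence for a call. Among members with a mean of at least 10, the gastrulation list in D-EPSCs was reversed (limma's fry, adjusted p = 0.012, median 0.17), its median in L-EPSCs was 1.32, and the 2C list lost its calls in the Sox2-cKO line (limma's fry, adjusted p = 0.79, median −0.17) and the Nanog-cKO line (limma's fry, adjusted p = 0.12).

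Over all alternatives, the adjusted p-values (limma or permutation) ran from 3.7e-11 to 0.13, from 2.3e-07 to 0.17 and from 4e-04 to 0.90 for the DNA methylation list (D-EPSCs, L-EPSCs, between the EPSC lines) and from 0.00021 to 0.90, from 1.2e-05 to 0.24 and from 4.3e-07 to 0.36 for the gastrulation list. With Dox in the Oct4-, Sox2- and Nanog-cKO lines, they (limma or permutation, adjusted p) ran from 6.9e-17 to 0.045, from 2.1e-20 to 0.045 and from 2.7e-07 to 0.90 for the pluripotency list and from 0.47 to 0.90, from 0.0025 to 0.90 and from 0.0012 to 0.90 for the 2C list.

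Across the fits that each left out 1 replicate, the median of the DNA methylation list ran from 1.93 to 2.11 in D-EPSCs, from 1.71 to 1.92 in L-EPSCs and from −0.14 (without L-EPSC replicate 1) to 0.20 (without L-EPSC replicate 2) between the EPSC lines, around −0.007. The gastrulation list ran from 0.046 to 0.060, from 1.19 to 1.63 and from 0.81 to 1.00 (D-EPSCs, L-EPSCs, between the EPSC lines). With Dox in the Oct4-, Sox2- and Nanog-cKO lines, the pluripotency list ran from −2.12 to −2.05, from −2.18 to −1.86 and from −0.20 to −0.14, and the 2C list from 0.090 (without untreated Oct4-cKO replicate 2) to 0.30, from 0.42 (without untreated Sox2-cKO replicate 1) to 0.61 and from −0.33 to −0.28.

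The distance between the EPSC lines was 75.5% of the mean distance to ESCs with variance-stabilized reads and 74.9% with genes at a mean of at least 10, against 84.2%, and the Dox distance in the Nanog-cKO line was 56.0% and 55.8% of that in the Oct4-cKO line, against 67.7%. In a PCA of all genes, the first component held 46.6% in J1 and 37.2% in the tet-off lines, and the second 14.8% there. Leaving out 1 replicate gave from 58.0% (without ESC replicate 1) to 82.3% for the first and from 14.2% (without L-EPSC replicate 1) to 35.8% (without ESC replicate 1) for the second component in J1, where the second held 21.8%, and from 61.1% to 68.9% and from 10.6% to 15.7% in the tet-off lines.

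With a threshold of 1, 36 EPSC signature genes were called in both EPSCs, 35 in D-EPSCs alone, 9 in L-EPSCs alone and 51 in neither, and 19 ESC signature genes in neither. With DESeq2, 0 EPSC signature genes were called in neither, against 4. Of 213 log2 fold changes of named genes, edgeR and DESeq2 reversed 1, Zscan4d between the EPSC lines (−0.088), at 0.22 with edgeR and 0.20 with DESeq2, on 12 and 11 reads, too few for a direction. Another 2 were weaker with edgeR, 3 with DESeq2 and 2 with a pseudocount of 0.1, where 1 was stronger. Leaving out 1 replicate changed the sign in 5 of them, none called, which were Zscan4d (0.80 without L-EPSC replicate 2, 0.049 without D-EPSC replicate 1), Zfp281 between the EPSC lines (0.040, and −0.019 without D-EPSC replicate 2), Rxrb in L-EPSCs (0.081, and −0.025 without L-EPSC replicate 2), Sdhb between the EPSC lines (−0.061, and 0.010 without L-EPSC replicate 1) and Ndufa9 in D-EPSCs (0.013, and −0.016 without D-EPSC replicate 2). In 153 of the 213 every replicate left out moved the value by less than the replicate SD. DESeq2 size factors in edgeR and filterByExpr were not run.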

Differences from the paper's values

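In the Nanog-cKO line, 672 genes were called higher and 621 lower with Dox, where the paper gives 202 and 304. None of the alternatives set before the data were examined closed the gap, with 521 to 678 genes higher and 519 to 656 lower over those with the same threshold, and 1240 and 1146 with a threshold of 0.6. DESeq2 on the Dox-treated and untreated libraries alone, chosen after seeing the values, gave 371 lower, or 223 with shrunken fold changes, both within 1.5 times of the paper's, while the genes higher were 304 and 94, which were not. In this line, the log2 fold changes of the paper's Table S4 at hand had a median absolute difference of 0.039 from those given here, 0.037 from DESeq2 on the 2 groups and 0.017 from the same with shrinkage, which was the nearest in all 6 comparisons listed by the paper. The direction of the paper's counts for the J1 comparisons was read as that of ESCs, since the text gives them for the differences of ESCs and does not name the group in which the genes were higher. The other reading would set the 2485 genes lower in L-EPSCs than in ESCs against the smaller of the paper's counts for that comparison. The choice of reading thus also removes a difference from the paper.

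The paper's rank-sum tests across genes gave smaller p-values than the permutation test on group means. For the DNA methylation list in D-EPSCs, p = 0.033 against about 0.002 in the paper's Fig 1I, read by eye, and in L-EPSCs p = 0.058 against about 0.007 in Fig 1I. For the gastrulation list in L-EPSCs, the permutation p = 0.098 against about 0.02 in Fig 1I, and between the EPSC lines p = 0.18 against about 0.054 in Fig 1I. For the pluripotency list in the Oct4-cKO line, the permutation p = 0.0075 against about 0.0001 in Fig 4F. In the Sox2-cKO line the permutation test gave p = 0.004, and the paper's p in Fig 4F is smaller, a comparison left out of the table of values because the number could not be held in it. For the 2C list in the Sox2-cKO line, the permutation p = 0.77 against about 0.34 in Fig S4D. The 2C list tested has 16 genes and that of Fig S4D has about 20, and the pluripotency list has 28 genes, as Fig 4F does, where its legend gives 29. This test on group means was the rank-sum test set before the data were examined, so none of the alternatives set before the data were examined closed these gaps. The same test on the values of each replicate, chosen after seeing the values, gave p = 0.0026, 0.0073, 0.022, 0.055 and 0.00013 by permutation for the DNA methylation list (D-EPSCs, L-EPSCs), the gastrulation list (L-EPSCs, between the EPSC lines) and the pluripotency list (Oct4-cKO line), within 1.5 times of the paper's. In the Sox2-cKO line it gave p = 6e-05 for the pluripotency list and 0.63 for the 2C list by permutation, and the last still differed.

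In the PCA of the J1 libraries, the first component held 73.1% of the variance, and about 28% in Fig 1D, read by eye. Of the alternatives set before the data were examined, neither the variance-stabilized reads (76.6%) nor all genes (46.6%) closed the gap. The log2 fold change of Eya1 between L-EPSCs and D-EPSCs was −1.03, and −0.92 in the paper's supplement. None of the alternatives set before the data were examined closed the gap (edgeR −1.05, DESeq2 −1.06, the replicate block −1.03, a pseudocount of 0.1 −1.05), nor did DESeq2 on the 2 groups, chosen after seeing the values (−1.05, and −0.76 with shrinkage).

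Some genes stayed inside the threshold or differed otherwise from what the paper states, and most of them had the direction that it gives. The paper places Nr5a2 and Esrrb among genes lower in both EPSCs, and in L-EPSCs they had −0.37 and −0.60, inside the threshold. For Esrrb, edgeR (−0.59) and DESeq2 (−0.60) did not reach it either, and the value without ESC replicate 1 (−0.61) did, with no test. It describes Zfp281 and the RAR and RXR family genes as overexpressed in both EPSCs, and Zfp281 (0.46 and 0.50) and Rxrb (0.29 and 0.081) were not called. It gives Rara near the same level in both EPSCs, and Rara was lower in L-EPSCs than in D-EPSCs (−0.42, limma adjusted p = 0.0035), inside the threshold. Among the DNA methylation genes, Mettl4 was not called in D-EPSCs (0.38) and Dnmt3b was not called in L-EPSCs (0.26). Against that direction, Trim2 was higher in D-EPSCs (0.88) although it is an ESC signature gene. Hk2 is an ESC signature gene and is described as concordant between mRNA and protein in ESCs and L-EPSCs, and it was inside the threshold in L-EPSCs (−0.58, or −0.60 and just beyond it without ESC replicate 1, with no test). The paper describes a small fall of Nanog in EPSCs, and it had −1.85 in D-EPSCs and −1.17 in L-EPSCs. The paper reports no change of the 2C list with Dox and none of the pluripotency list in the Nanog-cKO line, where limma's fry called the 2C list in the Sox2-cKO line (adjusted p = 0.0048, median 0.64) and the Nanog-cKO line (adjusted p = 0.0034, median −0.28), and the pluripotency list in the Nanog-cKO line (adjusted p = 3.2e-07, median −0.17). Camera and the rank-sum tests called none of these 3.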

Other observations

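The test below of MEK inhibition in the J1 EPSC media at the level of the ESCs was chosen only after the result was seen.

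H19 rose with Dox in all 3 tet-off lines, from 14790 to 182000 normalized counts in the Oct4-cKO line, from 11760 to 133200 in the Sox2-cKO line and from 93.1 to 3524 in the Nanog-cKO line. Primitive endoderm differentiation is argued against, since that list had a lowest median log2 fold change of −0.62. A rise of imprinted genes as a group cannot be told apart from a rise of H19 alone, because as few as 9 of the 17 imprinted genes were higher in a line. Trophoblast differentiation may contribute, since the trophoblast list had a lowest median of 0.43, with 13, 14 and 10 of 15 genes higher in the Oct4-, Sox2- and Nanog-cKO lines. Without untreated replicate 1 the median in the Nanog-cKO line was 0.95.

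ERK feedback genes were higher in both J1 EPSCs than in ESCs, although L-EPSCs were cultured with a MEK inhibitor by the stated medium and D-EPSCs without. Weaker inhibition of the MEK-ERK pathway in the EPSC media cannot be told apart from other reasons, because the list fell on conversion in the tet-off lines (highest median −1.28) from ESCs whose medium is not stated. MEK inhibition in the J1 EPSC media at the level of the ESCs cannot be told apart from less, because the lower of the J1 medians, 0.55, is the pattern itself. The list was also higher in L-EPSCs than in D-EPSCs, by a median of 0.31, and Wnt targets by 0.99, the opposite of what inhibitors stated for L-EPSCs alone would give. An exchange of the J1 D-EPSC and L-EPSC libraries may explain this, since the RNA and protein differences had a Pearson's r of −0.243 across proteins, and 22 of 27 listed proteins with a called transcript went the opposite way to it.

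Whether such an exchange would lie in the RNA-seq alone or in the protein ratios alone cannot be told apart, because the accessibility and RNA differences between L-EPSCs and D-EPSCs had a Pearson's r of −0.072 across 137 genes, with an interval from −0.221 to 0.066, and all 783 peaks at hand were higher in L-EPSCs. Other peaks point both ways. The RNA differences between L-EPSCs and D-EPSCs had a Pearson's r of −0.134 (−0.223 to −0.040) with the accessibility of D-EPSCs against ESCs, the sign that the labels give, and of −0.094 (−0.187 to −0.002), or −0.125 (−0.186 to −0.061) with a wider distance, with that of L-EPSCs against ESCs, the sign that an exchange gives. The protein differences of the 2 replicates had a Pearson's r of 0.515 with each other across proteins.

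In J1, the median log2 fold changes of lists in D-EPSCs against ESCs, L-EPSCs against ESCs and L-EPSCs against D-EPSCs were 0.55, 1.14 and 0.31 for ERK feedback genes, −0.99, −1.05 and −0.24 for ATF4 targets, −0.59, −1.59 and −1.19 for fibroblast genes, −0.63, −0.85 and 0.037 for trophoblast genes and 0.67, 0.75 and 0.033 for primitive endoderm genes. The other lists had −1.40, −0.037 and 0.99 for Wnt targets, 0.62, 0.042 and −0.71 for imprinted genes, 0.21, −0.41 and −0.57 for Y-linked genes and −0.20, −0.19 and 0.20 for the pluripotency list. With genes at the floor set to their bounds, the medians became −1.02, −0.92 and 0.77 for trophoblast genes and 0.84, 0.57 and 0.12 for primitive endoderm genes. Leaving out single libraries moved ATF4 targets (L-EPSC against D-EPSC) at −0.14 without L-EPSC replicate 2, trophoblast genes (D-EPSC against ESC) at −1.22 without D-EPSC replicate 2 and −0.24 without D-EPSC replicate 1, trophoblast genes (L-EPSC against D-EPSC) at −0.74 without D-EPSC replicate 1 and 1.00 without D-EPSC replicate 2 and primitive endoderm genes (L-EPSC against D-EPSC) at −0.12 without D-EPSC replicate 1 and 0.55 without D-EPSC replicate 2. Others moved were Wnt targets (L-EPSC against ESC) at −0.070 without ESC replicate 2 and −0.012 without L-EPSC replicate 1, imprinted genes (L-EPSC against ESC) at −0.009 without L-EPSC replicate 1, imprinted genes (L-EPSC against D-EPSC) at −0.44 without L-EPSC replicate 2 and the pluripotency list (L-EPSC against ESC) at −0.075 without L-EPSC replicate 2.

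With Dox in the Oct4-, Sox2- and Nanog-cKO lines, the medians were −1.95, −1.49 and −0.44 for ERK feedback genes, −0.48, −0.50 and 0.32 for ATF4 targets, −0.48, −0.049 and −0.005 for fibroblast genes, 2.37, 1.98 and 0.43 for trophoblast genes and −0.62, −0.52 and −0.16 for primitive endoderm genes. The other lists had −1.40, −0.85 and −0.88 for Wnt targets, 0.59, 0.19 and 0.48 for imprinted genes, 0.34, −0.29 and 0.67 for Y-linked genes, −0.12, 0.55 and 0.35 for the DNA methylation list and −0.41, −0.11 and −0.19 for the gastrulation list. With genes at the floor set to their bounds, the medians became −0.48, −0.50 and 0.32 for ATF4 targets, −0.041, −0.001 and −0.010 for fibroblast genes, −0.62, −0.52 and −0.23 for primitive endoderm genes, −1.77, −0.96 and −0.73 for Wnt targets, −0.12, 0.55 and 0.32 for the DNA methylation list and −0.45, −0.28 and −0.67 for the gastrulation list. Leaving out single libraries moved fibroblast genes at −0.27 without Dox-treated Oct4-cKO replicate 2, fibroblast genes at −0.11 without Dox-treated Sox2-cKO replicate 2 and 0.090 without untreated Sox2-cKO replicate 1, fibroblast genes at −0.019 without Dox-treated Nanog-cKO replicate 1 and 0.039 without Dox-treated Nanog-cKO replicate 2 and trophoblast genes at 0.95 without untreated Nanog-cKO replicate 1. Others moved were primitive endoderm genes at −0.091 without Dox-treated Nanog-cKO replicate 2 and −0.068 without untreated Nanog-cKO replicate 1, Wnt targets at −1.29 without Dox-treated Sox2-cKO replicate 2 and −0.53 without Dox-treated Sox2-cKO replicate 1, the DNA methylation list at −0.27 without untreated Oct4-cKO replicate 1 and −0.20 without Dox-treated Oct4-cKO replicate 1 and the DNA methylation list at 0.22 without untreated Nanog-cKO replicate 1. Likewise moved were the gastrulation list at −0.26 without untreated Sox2-cKO replicate 2 and −0.005 without Dox-treated Sox2-cKO replicate 2 and the gastrulation list at −0.32 without untreated Nanog-cKO replicate 1 and −0.30 without Dox-treated Nanog-cKO replicate 2.

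Between untreated L-EPSCs and ESCs of the Oct4-, Sox2- and Nanog-cKO lines, the medians were −1.56, −1.28 and −1.64 for ERK feedback genes, 0.68, 0.71 and 0.99 for ATF4 targets, 0.002, −0.61 and −0.16 for fibroblast genes, 1.35, −0.97 and 0.12 for trophoblast genes, 1.34, −0.49 and −0.040 for primitive endoderm genes and −0.32, −0.47 and −1.05 for Wnt targets. The other lists had 0.58, −0.46 and −0.65 for imprinted genes, 1.85, 4.34 and 2.92 for Y-linked genes, −0.996, −0.65 and −0.83 for the pluripotency list, 0.20, −0.82 and 1.08 for the 2C list, −0.39, −0.40 and −0.64 for the DNA methylation list and −0.097, −0.31 and −0.079 for the gastrulation list. With genes at the floor set to their bounds, the medians became 0.58, 0.71 and 0.88 for ATF4 targets, −0.45, −0.61 and −0.55 for fibroblast genes, 1.11, −1.09 and 0.72 for trophoblast genes, 0.67, −0.25 and −0.079 for primitive endoderm genes, −0.51, −0.26 and −0.81 for Wnt targets, 1.85, 4.26 and 2.92 for Y-linked genes, 0.059, −1.07 and 1.08 for the 2C list and −0.12, −0.31 and −0.44 for the gastrulation list. Leaving out single libraries moved fibroblast genes at −0.28 without Oct4-cKO L-EPSC replicate 1 and 0.045 without Oct4-cKO L-EPSC replicate 2, fibroblast genes at −0.52 without Nanog-cKO L-EPSC replicate 2 and −0.34 without Nanog-cKO ESC replicate 1, trophoblast genes at 0.000 without Nanog-cKO L-EPSC replicate 1 and 0.63 without Nanog-cKO L-EPSC replicate 2 and primitive endoderm genes at −0.097 without Nanog-cKO L-EPSC replicate 1 and 0.046 without Nanog-cKO ESC replicate 1. Others moved were Wnt targets at −0.18 without Sox2-cKO ESC replicate 2, imprinted genes at −0.70 without Sox2-cKO L-EPSC replicate 2, imprinted genes at −1.10 without Nanog-cKO L-EPSC replicate 1 and the 2C list at 0.13 without Oct4-cKO L-EPSC replicate 2. Likewise moved were the gastrulation list at −0.16 without Oct4-cKO L-EPSC replicate 2 and −0.025 without Oct4-cKO ESC replicate 1 and the gastrulation list at −0.33 without Nanog-cKO ESC replicate 2 and −0.18 without Nanog-cKO L-EPSC replicate 2.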
